# Rapamycin Reduces Amyloid‐β Plaques and Improves Behavioral Performance in a Sex‐Dependent Manner in Mouse Models of Amyloidosis

**DOI:** 10.1002/cns.70807

**Published:** 2026-02-26

**Authors:** Shihui Guo, Weishan Fu, Yating Wang, Qi Liu, Jiaxin Li, Kai Guo, Hongsheng Zhang

**Keywords:** Alzheimer's disease, lipid droplet, lysosome, microglia, rapamycin

## Abstract

**Background:**

Alzheimer's disease (AD), the most common form of dementia, lacks effective disease‐modifying treatments. Rapamycin, an mTOR inhibitor with immunomodulatory properties, may mitigate AD pathology by restoring microglial functions.

**Methods:**

Rapamycin was orally administered to 2‐month‐old 5xFAD and hAPP^NL^.

**Results:**

Rapamycin treatment reduced the cerebral Aβ plaque burden, alleviated dystrophic neurites, suppressed glial hyperactivation, and increased plaque‐associated microglial density in both mouse models, with more pronounced effects in female mice. These pathological improvements were associated with attenuated deficits in hippocampal‐dependent memory tasks (spontaneous alternation in the Y‐maze and contextual fear conditioning tasks). Mechanistically, rapamycin enhances microglial lysosomal degradation, promotes lipid droplet clearance in BV2 cells, and increases Aβ phagocytic clearance in primary microglial cells.

**Conclusions:**

Our findings suggest that rapamycin reduces amyloid pathology and associated behavioral deficits in AD mice, an effect associated with enhanced microglial lysosomal activity and Aβ clearance, highlighting its therapeutic potential in AD treatment.

**Abbreviations**
AD: Alzheimer's disease
Aβ: amyloid‐β
CQ: chloroquine
DEGs: differentially expressed genes
FBS: fetal bovine serum
GM‐CSF: granulocyte‐macrophage colony‐stimulating factor
GO: Gene Ontology
IF: immunofluorescence
KEGG: Kyoto Encyclopedia of Genes and Genomes
LAPM1: lysosomal‐associated membrane protein
OA: oleic acid
OFT: Open Field Test
PBST: PBS containing 0.25% Triton X‐100
WB: western blot

## 1 Background

Alzheimer's disease (AD), the leading cause of dementia, is an escalating global health challenge owing to the aging population [1]. Pathologically, AD is characterized by extracellular amyloid‐β (Aβ) plaques and intracellular neurofibrillary tangles composed of hyperphosphorylated tau, which together disrupt synaptic function, impair neuronal communication, and provoke chronic neuroinflammation, culminating in progressive cognitive decline [2, 3, 4].

Current treatments, such as acetylcholinesterase inhibitors (e.g., donepezil) and N‐methyl‐D‐aspartate (NMDA) receptor antagonists (e.g., memantine), provide only modest symptomatic relief [5]. Recently approved anti‐Aβ antibodies, including lecanemab and donanemab, can reduce plaque burden but offer limited benefits in the late stages of the disease [6]. These limitations underscore the urgent need for disease‐modifying therapies that target early pathological mechanisms.

Rapamycin, an mTOR inhibitor initially developed as an immunosuppressant, has attracted attention for its ability to extend lifespan and ameliorate age‐related disorders by inducing autophagy, a lysosomal degradation pathway that clears damaged organelles and aggregated proteins [7, 8]. In AD models, rapamycin reduces Aβ and tau pathologies, restores synaptic integrity, and improves cognition [9, 10, 11, 12, 13]. However, the mechanisms underlying these effects, particularly their effects on microglial function, remain to be elucidated.

Microglial cells are resident immune cells in the brain that play a central role in Aβ clearance. In AD, sustained inflammatory activation drives microglial dysfunction, reduces phagocytic capacity, and exacerbates neurodegeneration [14, 15]. Restoring microglial homeostasis by modulating lipid metabolism, phagocytosis, and inflammatory signaling has emerged as a promising therapeutic strategy [16, 17, 18]. Given the immunomodulatory and autophagy‐enhancing properties of rapamycin, we hypothesized that its therapeutic benefits in AD may involve the restoration of microglial function.

In this study, we investigated the effects of early rapamycin treatment in two complementary AD mouse models (5xFAD and hAPP^NL‐G‐F^). We assessed the impact of this compound on Aβ deposition, neuroinflammation, and cognition and examined its direct effects on microglia using primary cultures and cell lines. By integrating behavioral, histopathological, and molecular analyses, we provide new evidence that rapamycin mitigates AD pathology, at least in part, via microglial modulation.

## 2 Materials and Methods

### 2.1 Study Design

This study employed a preclinical interventional design using two distinct AD mouse models: 5xFAD and hAPP^NL‐G‐F^ mice. Both male and female mice were used in all experiments to assess potential sex differences. At 2 months of age, during the early phase of Aβ pathology, the animals were administered rapamycin or vehicle‐supplemented chow daily for 90 days. Comprehensive behavioral assessments (Open Field Test, Y‐maze, and Contextual Fear Conditioning) were conducted at approximately 5 months of age. Following behavioral testing, the mice were euthanized, and their brain tissues were collected for analysis. The analytical methodologies encompassed (1) quantitative evaluation of AD pathology through x34‐stained plaque analysis and dystrophic neurite quantification; (2) neuroinflammatory assessment via examination of CD68/IBA1‐positive microglial activation and GFAP‐positive astrogliosis; and (3) mechanistic investigations involving cortical tissue RNA sequencing, microglial plaque colocalization studies, and detection of autophagic substrate P62. In vitro cellular experiments included: (1) treatment of primary microglia with fluorophore‐conjugated oligomeric Aβ (pHrodo‐ or FAM‐labeled Aβ), either alone or in combination with rapamycin, to evaluate microglial phagocytic and degradative capacity, and (2) administration of rapamycin or autophagy inhibitors to oleic acid‐pretreated BV2 microglial cell lines to analyze lipid droplet clearance mechanisms.

### 2.2 Animals

This study used heterozygous 5xFAD murine models with a C57BL/6‐SJL hybrid genetic background obtained from Jackson Laboratory (MMRRC stock #34840‐JAX) [19]. These models were engineered to co‐express pathogenic human amyloid precursor protein variants (K670N/M671L Swedish mutation, I716V Florida substitution, and V717I London alteration) and presenilin‐1 mutations (M146L/L286V), all of which are regulated by the neuron‐specific murine Thy‐1 promoter. Additionally, hAPP^NL‐G‐F^ knock‐in mice were obtained from C57BL/6Smoc‐Apptm3(hAPP^NL‐G‐F^)/Smoc (#NM‐HU‐2000088) [20]. These mice express Swedish “NL,” Iberian “F,” and Arctic “G” mutations in the APP gene under an endogenous promoter on a C57BL/6J background.

All mice were housed in a barrier facility at the Chongqing Medical University Animal House under controlled conditions: 12 h light–dark cycle, 40%–70% humidity, and 20°C–26°C. Two‐month‐old 5xFAD or hAPP^NL‐G‐F^ mice were randomly assigned to two groups: vehicle control group, standard diet with microencapsulation carrier; rapamycin‐treated group, custom diet containing 143 ppm rapamycin (14 ppm active compound; Changzhou Haijiakanghui Biotechnology Co. Ltd.), delivering 2.33 mg/kg/day based on a 30 g body weight and 5 g daily intake. The mice were given ad libitum access to food and water for 3 months. All mice that underwent behavioral testing were euthanized at the experimental endpoint (approximately 4.7 months of age), and their brain tissues were collected for subsequent immunofluorescence and biochemical analyses. All animal procedures used in this study were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of Chongqing Medical University (IACUC‐CQMU‐2024‐0931).

### 2.3 Open Field Test (OFT)

The OFT was conducted following established protocols with minor modifications [21]. Briefly, the mice were acclimated to the testing room for 2 h before the experiment. Each mouse was placed in a corner of the peripheral zone within a square arena (40 × 40 cm with 30‐cm‐high walls) and allowed to explore freely for 10 min. The central zone was defined as a 20 × 20 cm area, and the peripheral zone comprised the transition area from the edge to the central region. An overhead camera recorded the session. The total distance traveled was used to quantify locomotor activity, and the time spent in the center zone was used to evaluate anxiety‐like behavior.

### 2.4 Y‐Maze

The spontaneous alternation test in a Y‐maze was used to evaluate short‐term spatial learning and memory, following established protocols with minor methodological modifications to optimize behavioral assessment [22]. Before behavioral testing, the mice were acclimated to the experimental room for 2 h. The mice were allowed to freely explore the Y‐maze apparatus with three equally angled arms (30 cm × 8 cm × 15 cm) for 8 min each. Alternation was defined as consecutive entries into three distinct arms, and the alternation percentage was calculated as follows: [number of alternations/(total arm entries −2)] × 100.

### 2.5 Fear Conditioning

Fear conditioning was conducted according to the established protocols [23]. On the training day, the mice were placed in conditioning chambers for a 2‐min acclimation period, followed by three tone–shock pairings. Each pairing consisted of a 30‐s white noise (75 dB, 2 kHz; conditioned stimulus) that co‐terminated with a 2‐s foot shock (0.5 mA; unconditioned stimulus) and a 1.5‐min interstimulus interval between pairings. After the final pairing, the mice were kept in the chamber for an additional 1.5 min before being returned to their home cages. Twenty‐four hours later, contextual fear memory was assessed by placing the mice back into the same chamber (no tone/shock) for 5 min, during which freezing behavior, defined as complete immobility except for respiration, was recorded. Four hours after the context test, cued fear memory was evaluated in a novel chamber using distinct contextual cues (vanilla scent and fluorescent lights). This test lasted 6 min; after a 3‐min adaptation period, the conditioning tone was presented for the final 3 min, and freezing behavior was recorded. All sessions were video recorded using overhead cameras, and the freezing behavior was automatically quantified using TopScan software (Clever Sys Inc., USA). The chambers were thoroughly cleaned and sanitized before the trials.

### 2.6 X34 Staining for Amyloid Plaques and Quantification

X34 staining and quantification were performed as previously described [24] by an investigator blinded to the genotype. Coronal sections (40 μm) spanning the hippocampus (−0.95 to −3.40 mm from Bregma) were collected at 240 μm intervals. Eight to ten anatomically matched sections per animal were analyzed, with section matching validated using anatomical landmarks, including the lateral ventricle and corpus callosum morphology.

The sections were washed thrice with PBS (5 min each), permeabilized with 0.3% Triton X‐100 in PBS for 30 min, and incubated in a solution of 40% ethanol (EtOH) and 60% PBS containing 1 μM X34 (Merck, #SML1954) for 20 min. After washing in X34 buffer (40% EtOH in PBS) and PBS, the sections were mounted and sealed using Fluormount‐G (Southern Biotech, 0100‐01), and stored in the dark at 4°C until imaging.

Plaque quantification was performed as previously described [25], with minor modifications. Images were acquired using a spinning‐disk confocal microscope and processed using the Olympus CellSens Viewer (Olympus Corporation). Images were converted to 8‐bit grayscale using ImageJ software to facilitate analysis. A threshold was applied to enhance plaque visualization while minimizing background noise, and each object was manually reviewed to confirm plaque identity. 8–10 brain sections were analyzed for each mouse. Quantification was performed separately for the cortex and hippocampus. Regions of interest (ROI) were manually outlined in ImageJ, and only plaques larger than 5.5 μm^2^ were included. The total areas of the brain sections (ROIs) were measured to ensure accurate scaling and enable comparisons across samples.

### 2.7 Immunofluorescence

Coronal brain sections (40‐μm‐thick) from one hemisphere were washed three times with PBS, then blocked and permeabilized with PBST and 5% bovine serum albumin (BSA) for 1 h at room temperature. Primary antibodies were diluted in blocking buffer according to the manufacturer's instructions and incubated with the sections overnight at 4°C. The following day, after removing the primary antibodies and washing three times with PBS, fluorescence‐conjugated secondary antibodies were applied and incubated for 1 h at room temperature in the dark. After three additional PBS washes, the sections were mounted using an antifade mounting medium (Solarbio, S2100) and imaged using a confocal laser‐scanning microscope (Olympus SpinSR). Quantitative analysis was performed using ImageJ software (NIH).

For the statistical analysis of immunofluorescence, 5–6 mice per group (encompassing both sexes) were used, with brain sections of comparable hippocampal size selected for staining and quantification. Briefly, multiple key metrics were assessed to evaluate the neuroinflammation and autophagy status. To assess autophagic flux in plaque‐associated microglia, the mean fluorescence intensity of p62 (an autophagic marker) and phosphorylated S6 (pS6, a downstream target of mTOR) was measured directly within IBA1^+^ cells in direct contact with Aβ plaques. Furthermore, the proportion of the CD68^+^ area within the IBA1^+^ microglia was quantified across the entire brain section as an indicator of phagocytic activation in the brain. Additionally, the percentages of LAMP1^+^ structures and GFAP^+^ astrogliosis relative to the total brain area were calculated. Finally, PU.1^+^ nuclei were counted in three representative fields of view encompassing both the cortex and hippocampus in each section. To specifically examine the peri‐plaque immune response, the number of PU.1^+^ cells surrounding the Aβ plaques was quantified, with 10 randomly selected plaques of similar size analyzed in each section. The antibodies used for immunofluorescence are listed in Table 1.

**TABLE 1:** Antibodies used for immunofluorescence and Western blot.

Antibodies	Source	Identifier
Phospho‐S6 (Ser235)	Proteintech	Cat#67898‐1‐Ig; RRID: AB_2918654
CD68	BIO‐RAD	Cat#MCA1957; RRID: AB_3100585
IBA1	Oasis	Cat#OB‐PGP049‐01; RRID: AB_2934253
IBA1	Novus	Cat#NB100‐1028; RRID: AB_3148646
LAMP1	DSHB	Cat#1D4B; RRID: AB_528127
GFAP	Abclonal	Cat#A19058; RRID: AB_2862551
PU.1	Cell Signaling Technology	Cat#2258S; RRID: AB_2186909
mTOR	Cell Signaling Technology	Cat#2983; RRID: AB_2105622
Phospho‐mTOR (Ser2448)	Cell Signaling Technology	Cat#5536; RRID: AB_10691552
P62	Proteintech	Cat#18420–1‐AP; RRID: AB_10694431
LC3	Proteintech	Cat#14600‐1‐AP; RRID: AB_2137737
β‐Actin	Proteintech	Cat#66009‐1‐Ig; RRID: AB_2687938
GAPDH	Proteintech	Cat#60004‐1‐Ig; RRID: AB_2107436
Tubulin‐α	Proteintech	Cat#80762‐1‐RR; RRID: AB_2918911
HRP‐conjugated Anti‐Rabbit IgG (H + L)	Proteintech	Cat#SA00001‐2; RRID: AB_2722564
HRP‐conjugated Anti‐Mouse IgG (H + L)	Proteintech	Cat#SA00001‐1; RRID: AB_2722565
Anti‐Rabbit IgG (H + L); Alexa Fluor 488	Invitrogen	Cat#A‐21206; RRID: AB_2535792
Anti‐Rabbit IgG (H + L); Alexa Fluor 568	Invitrogen	Cat#A10042; RRID: AB_2534017
Anti‐Rabbit IgG (H + L); Alexa Fluor 647	Invitrogen	Cat#A‐31573; RRID: AB_2536183
Anti‐Goat IgG (H + L); Alexa Fluor 647	Invitrogen	Cat#A‐21447; RRID: AB_2535864
Anti‐Rat IgG (H + L); Alexa Fluor 488	Invitrogen	Cat#A48269; RRID: AB_2893137
Anti‐Rat IgG (H + L); Alexa Fluor 647	Invitrogen	Cat#A21247; RRID: AB_141778
Anti‐Guinea pig IgG (H + L); Alexa Fluor 555	Invitrogen	Cat#A21435; RRID: AB_2535856

### 2.8 Primary Microglial and BV2 Cell Cultures

Primary microglia were isolated from postnatal day 1–3 WT mouse pups according to an established methodology [26]. Following meningeal removal in ice‐cold HBSS, the dissected cortical and hippocampal tissues were enzymatically digested with 0.25% trypsin–EDTA at 37°C for 20 min. The resulting cell suspension was filtered through a 70‐μm nylon mesh and centrifuged at 800 *g* for 5 min before resuspension in a microglial culture medium consisting of DMEM supplemented with 10% fetal bovine serum, 1% penicillin–streptomycin, and 50 ng/mL recombinant murine granulocyte‐macrophage colony‐stimulating factor (GM‐CSF; PeproTech, AF‐300‐03). Cells were plated onto poly L‐lysine‐coated T75 flasks, and two‐thirds of the medium was replaced every 3 days. After 9–10 days of culture, the microglia were detached by orbital shaking at 200 rpm for 30 min. The cells were collected by centrifugation, resuspended in fresh complete medium, and plated in 24‐well plates for subsequent experiments.

BV2 cells were cultured in DMEM containing 10% FBS and 1% penicillin/streptomycin (100 U/mL penicillin and 100 μg/mL streptomycin) at 37°C/5% CO_2_. Upon reaching 80% confluence, the cells were trypsinized and passaged into 6‐well or 24‐well plates for further experimentation. Rapamycin (MCE, HY‐10219), oleic acid (Sigma, O1008), and chloroquine (MCE, HY‐17589A) were administered to the experimental groups.

### 2.9 Protein Extraction and Western Blot Assay

BV2 cells and mouse cortical tissues were lysed on ice for 10 min using RIPA buffer (Beyotime, P0013) containing complete protease and phosphatase inhibitors. Cell lysates were sonicated (40 W, 1 min; BV2 cells) or homogenized (40 Hz, 1 min; tissues) and centrifuged at 8000 *g* for 10 min at 4°C. Protein concentrations were determined using a BCA assay kit (Thermo Fisher Scientific, 23225). Equal amounts of proteins were separated on 8% or 12% SDS‐PAGE gels, transferred to PVDF membranes, blocked with 5% nonfat milk/BSA, and incubated with primary antibodies overnight at 4°C. After incubation with horseradish peroxidase‐conjugated secondary antibodies (1:10,000 in 5% bovine serum albumin/TBST), bands were visualized using a Super‐sensitive ECL chemiluminescent substrate (Biosharp, BL520A) and quantified relative to GAPDH/β‐actin using ImageJ (NIH). The antibodies used for western blotting are listed in Table 1.

### 2.10 RNA Sequencing Analysis

Total RNA was isolated from mouse cortical tissues (5xFAD Male and Female) using TRIzol reagent (Thermo Fisher, 15596026) and purified using the Direct‐zol RNA MiniPrep Kit (Zymo Research, R2052). RNA sequencing (RNA‐seq) was performed by Novogene (Beijing, China). The mRNA was enriched using oligo (dT)‐attached magnetic beads, fragmented, and reverse‐transcribed to cDNA. Libraries were prepared by end repair, adenylation, adapter ligation, size selection (150–200 bp), and polymerase chain reaction (PCR) amplification. Sequencing was performed on an Illumina HiSeq 2500 platform (150 bp paired‐end). Raw sequencing reads were assessed for quality using FastQC (v0.11.9). Adapter sequences and low‐quality bases were removed using Trimmomatic (v0.39), with the first 10 bp of each read trimmed to eliminate potential bias. The cleaned reads were aligned to the mouse reference genome (GRCm38/mm10) using HISAT2 (v2.2.1) with default parameters. Gene‐level read counts were generated using featureCounts (v2.0.3) with Ensembl gene annotation. Differential gene expression analysis was performed using DESeq2 (v1.38.3) to identify significantly altered genes, and differentially expressed genes (DEGs) were selected based on an adjusted *p*‐value (*p*adj) < 0.05 and absolute fold change ≥ 1.5. When subjected to model‐based clustering (Mfuzz v2.66.0), genes were grouped based on their expression patterns using the parameters *c* = 5 and *m* = 1.19. Functional enrichment (GO, KEGG) was analyzed using richR (https://github.com/hurlab/richR), and significant pathways were selected based on a *p*‐value < 0.05.

### 2.11 Lipid Droplet Staining

BV2 cells were fixed with 4% paraformaldehyde (20 min, RT), permeabilized with BODIPY buffer (PBS/0.1% saponin/1% BSA; 30 min, RT), blocked with 10% donkey serum in BODIPY buffer (1 h, RT), and incubated with 0.1 μg/mL BODIPY493/503 (Invitrogen, D2191; 45 min, 37°C). After washing with PBS, the nuclei were counterstained with DAPI (1 μg/mL). Images were acquired using a confocal microscope (Olympus Spin SR).

### 2.12 Flow Cytometry

Flow cytometry was used to assess the lipid droplet content in BV2 cells [27]. The cells were trypsinized, pelleted, stained with 0.03 μg/mL BODIPY493/503 (15 min, RT), washed with PBS, and analyzed using a flow cytometer (SONY SA3800; FITC channel). Data were processed using FlowJo (BD Life Sciences).

### 2.13 Primary Microglia Phagocytosis Assay

To evaluate the effect of rapamycin on microglial phagocytic activity, primary microglial cells were seeded at a density of 2 × 10^4^ cells/well in 24‐well plates. After preincubation for 24 h with either 200 nM Aβ_1‐42_ alone or a combination of 100 nM rapamycin and 200 nM Aβ_1‐42_, the medium was replaced with a serum‐free medium containing 0.5 mg/mL pHrodo Red Zymosan BioParticles (Invitrogen, Cat# P35364). The cells were monitored in real time using an IncuCyte Live Cell Imaging System (Sartorius). The phagocytic rate was quantified by calculating the percentage of red fluorescent cells at 30, 60, and 120 min.

### 2.14 Primary Microglia Aβ Degradation Assay

To assess the effect of rapamycin on the Aβ‐degrading capacity of primary microglia, the cells were plated in 24‐well plates containing sterile coverslips. Two experimental groups were established: the FAM‐Aβ (ANASpec, AS‐23525‐05) group (treated with 200 nM FAM‐Aβ) and the FAM‐Aβ + Rapamycin group (pretreated with 100 nM rapamycin for 24 h before the addition of 200 nM FAM‐Aβ). At 30, 60, and 120 min after FAM‐Aβ administration, the culture medium was removed, and the cells were washed three times with PBS to eliminate residual extracellular FAM‐Aβ. The cells were fixed with 4% paraformaldehyde (PFA) and counterstained with DAPI to visualize the nuclei. Images were acquired using a confocal microscope (Olympus Spin SR).

### 2.15 Statistical Analysis

Data represent ≥ 3 biologically independent replicates (mean ± S.E.M.). Outliers were removed using the ROUT method (*Q* = 1%; GraphPad Prism 9.0). The choice of statistical test was based on the data distribution and the homogeneity of the variances. For comparisons between two independent groups, an unpaired two‐tailed Student's *t*‐test was used when the assumptions of normality and equal variances were met; Welch's *t*‐test was applied when variances were unequal despite normality; and the Mann–Whitney *U* test was used when the data violated normality assumptions. Multiple unpaired *t*‐tests were performed with Welch's correction for multiple comparisons between the two groups across several variables, and significance was determined based on false discovery rate (FDR)‐adjusted *q*‐values using the two‐stage step‐up method of Benjamini, Krieger, and Yekutieli (*Q* = 5%). One‐way ANOVA was used for comparisons between more than two groups. Effect sizes were calculated as Cohen's *d* or *η* ^2^ and are reported in the figure legends. No statistical analyses were performed to determine the sample size. The number of biological replicates is specified in the figure legend. Statistical significance was defined as *p* < 0.05 for single comparisons and *q* < 0.05 for multiple comparisons. The significance levels are denoted as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. Details of the biological replicates are provided in the figure legends.

## 3 Results

### 3.1 Dietary Rapamycin Reduces mTOR Activity and Downstream Signaling in AD Mice

To investigate the effect of rapamycin on AD pathogenesis, we administered dietary rapamycin to two AD mouse models (5xFAD and hAPP^NL‐G‐F^) starting at 2 months of age. Behavioral assessments were initiated when the mice reached 4.7 months of age. Brain tissues were collected at 5 months for analysis (western blotting, immunofluorescence, and X34 staining) and for RNA sequencing (Figure 1A). Western blot analysis demonstrated that dietary rapamycin did not alter total mTOR protein levels in the brains of either female or male 5xFAD or hAPP^NL‐G‐F^ mice (Figure 1B,C; Figure S1A,B). However, it significantly reduced the levels of phosphorylated mTOR (p‐mTOR) (Figure 1B,C; Figure S1A,B). Furthermore, immunofluorescence analysis revealed that rapamycin treatment markedly decreased pS6 levels, a downstream target of mTOR, specifically in microglia in both AD models (Figure 1D,E, and Figure S1C,D). Collectively, these results indicate that dietary rapamycin effectively suppresses mTOR activity and its downstream signaling pathways in the brains of two distinct AD mouse models.

**FIGURE 1:**
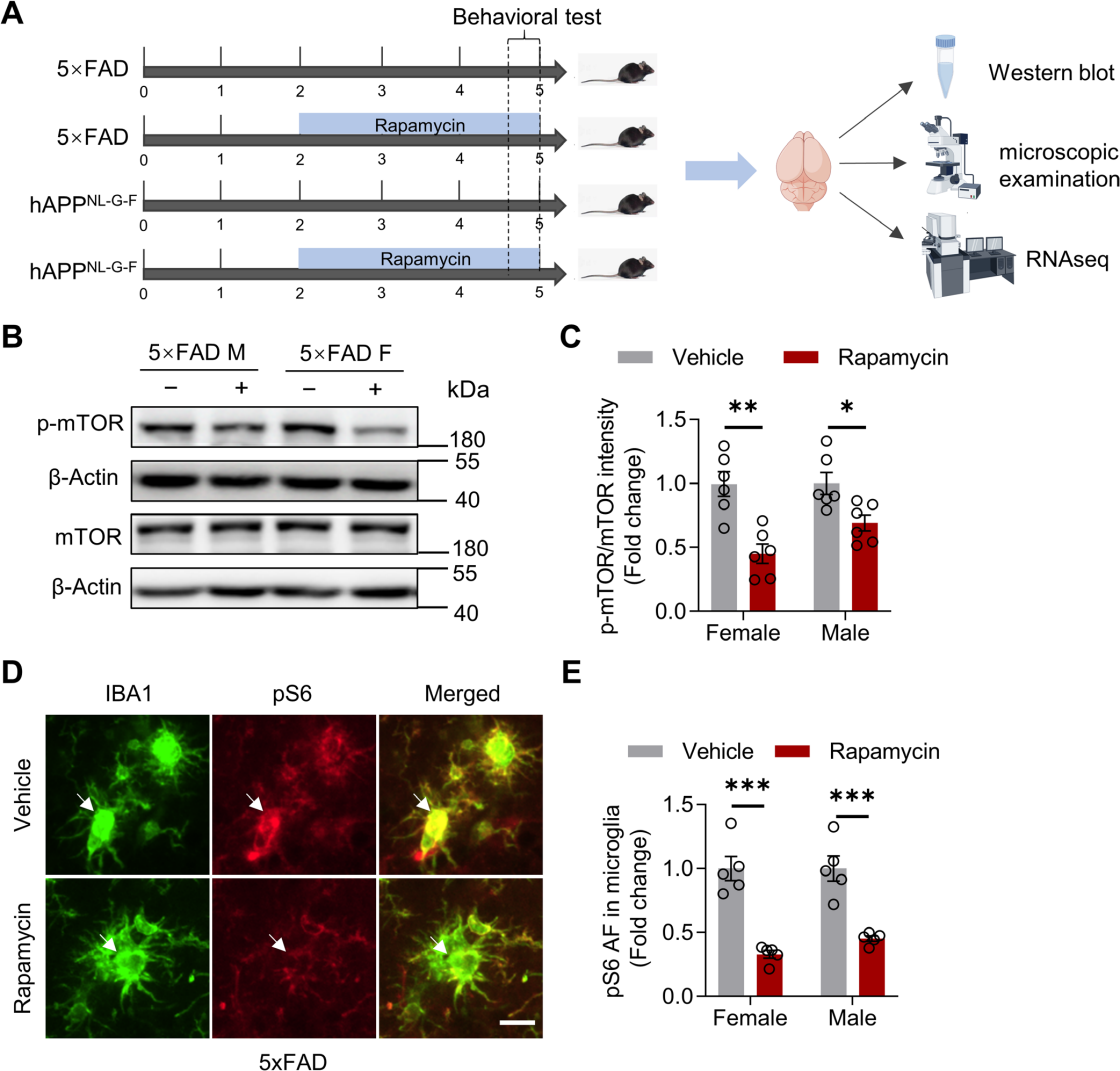
Reduced mTOR activity and downstream signaling in rapamycin‐treated 5xFAD mice. (A) Experimental design for intermittent dietary rapamycin administration (starting at 2 months of age) in AD‐model mice. (B, C) Immunoblot and quantification showing total mTOR and phosphorylated mTOR (p‐mTOR) levels in the cortex of vehicle‐ or rapamycin‐treated 5xFAD mice. *n* = 6 mice per group. Female: *T*_(10)_ = 4.472, *p* = 0.0012; male: *T*_(10)_ = 2.922, *p* = 0.0153, unpaired *t*‐test. (D, E) Confocal images and quantification showing phosphorylated S6 ribosomal protein (pS6, red) in Iba1‐positive microglia (green) proximal to Aβ plaques in the brains of vehicle‐ or rapamycin‐treated 5xFAD mice. Arrows indicate pS6‐positive microglia surrounding the plaques. Scale bar, 10 μm. *n* = 5 mice per group. Female: *T*_(8)_ = 6.704, *p* = 0.0002; male: *T*_(8)_ = 5.426, *p* = 0.0006, unpaired *t*‐test. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.2 Rapamycin Ameliorates Aβ Pathology in AD Mice

To determine whether rapamycin‐mediated suppression of mTOR activity affects Aβ pathology in AD mice, we performed X34 staining of brain sections from 5xFAD and hAPP^NL‐G‐F^ mice. Analysis revealed that in female 5xFAD mice, rapamycin treatment significantly reduced both Aβ plaque load and plaque size, with plaque numbers showing a decreasing trend (Figure 2A–D). In contrast, male 5xFAD mice exhibited a pronounced reduction in plaque size without alterations in plaque load or number. This sex‐specific disparity may originate from the differential metabolic responses to rapamycin [28]. Parallel experiments in hAPP^NL‐G‐F^ mice demonstrated that rapamycin significantly decreased plaque load and size in both male and female animals, whereas the plaque number remained unchanged (Figure S2A–D). These results demonstrate that rapamycin ameliorates key aspects of Aβ pathology in both AD mouse models.

**FIGURE 2:**
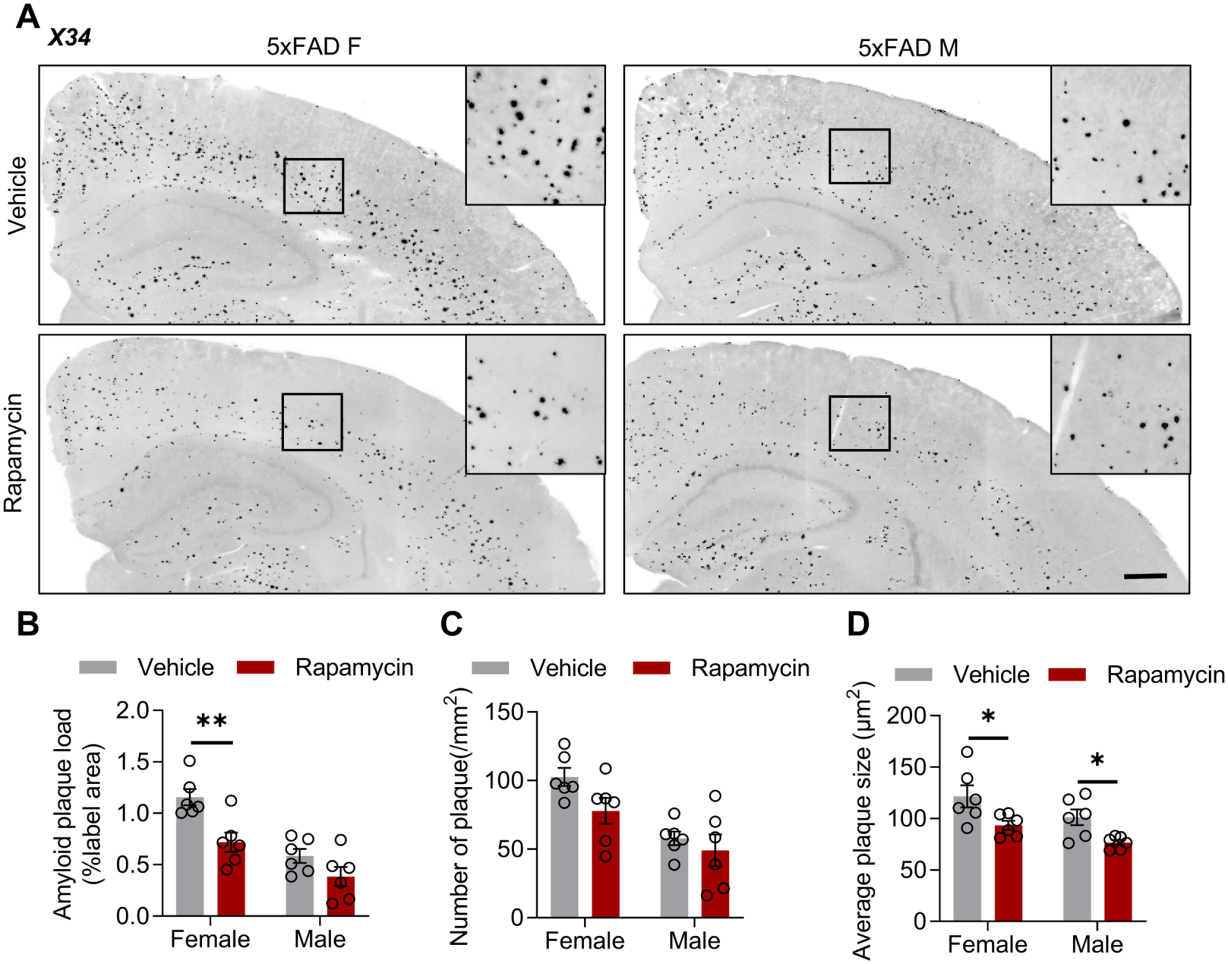
Ameliorated Aβ pathology in rapamycin‐treated 5xFAD mice. (A) Confocal images showing the Aβ plaque (X34) burden in the brains of vehicle‐ or rapamycin‐treated female and male 5xFAD mice. Scale bar, 200 μm. (B–D) Quantification of Aβ plaque load (B), density (C), and average size (D) in vehicle‐ or rapamycin‐treated female and male 5xFAD mice. *n* = 6 mice per group. Amyloid plaque load, female: *T*_(10)_ = 3.549, *p* = 0.0053, male: *T*_(10)_ = 1.734, *p* = 0.1137; number of plaques, female: *T*_(10)_ = 2.134, *p* = 0.0586, male: *T*_(10)_ = 0.7001, *p* = 0.4998; average plaque size, female: *T*_(10)_ = 2.418, *p* = 0.0362, male: *T*_(10)_ = 3.035, *p* = 0.0126; unpaired *t*‐test. Data are mean ± SEM. *p < 0.05, **p < 0.01.

### 3.3 Rapamycin Mitigates Cognitive Deficits in AD Mice

To assess the effects of rapamycin on cognitive function, we subjected 4.7‐month‐old male and female 5xFAD and hAPP^NL‐G‐F^ mice to a series of behavioral tests, including the open field test (day 1), Y‐maze (day 2), and contextual fear conditioning (day 3–4) (Figure 3A). Sex‐stratified analysis revealed distinct treatment response patterns. Rapamycin did not alter the total distance traveled or time spent in the center zone in the open field test in any group (Figure 3B,C; Figure S3A,B), indicating no effect on general locomotor activity or anxiety‐like behavior. In the Y‐maze, rapamycin significantly improved spontaneous alternation, a measure of spatial working memory, specifically in female mice in both the 5xFAD and hAPP^NL‐G‐F^ models (Figure 3D, Figure S3C). The fear memory outcomes were model‐ and sex‐dependent. In 5xFAD mice, rapamycin significantly increased freezing during both contextual and cued memory tests; however, this effect was exclusive to females (Figure 3E–G). No significant improvement was observed in male 5xFAD mice in either test. In hAPP^NL‐G‐F^ mice, rapamycin did not significantly alter freezing behavior in either sex during contextual or cue testing (Figure S3E,F). Taken together, these data demonstrate that the cognitive benefits of rapamycin, particularly in hippocampal‐dependent tasks, are predominantly evident in female AD model mice. This behavioral sex difference aligns with the more robust reduction in amyloid pathology observed in female 5xFAD mice, suggesting that the efficacy of rapamycin is influenced by model‐specific interactions with sexually dimorphic disease progression.

**FIGURE 3:**
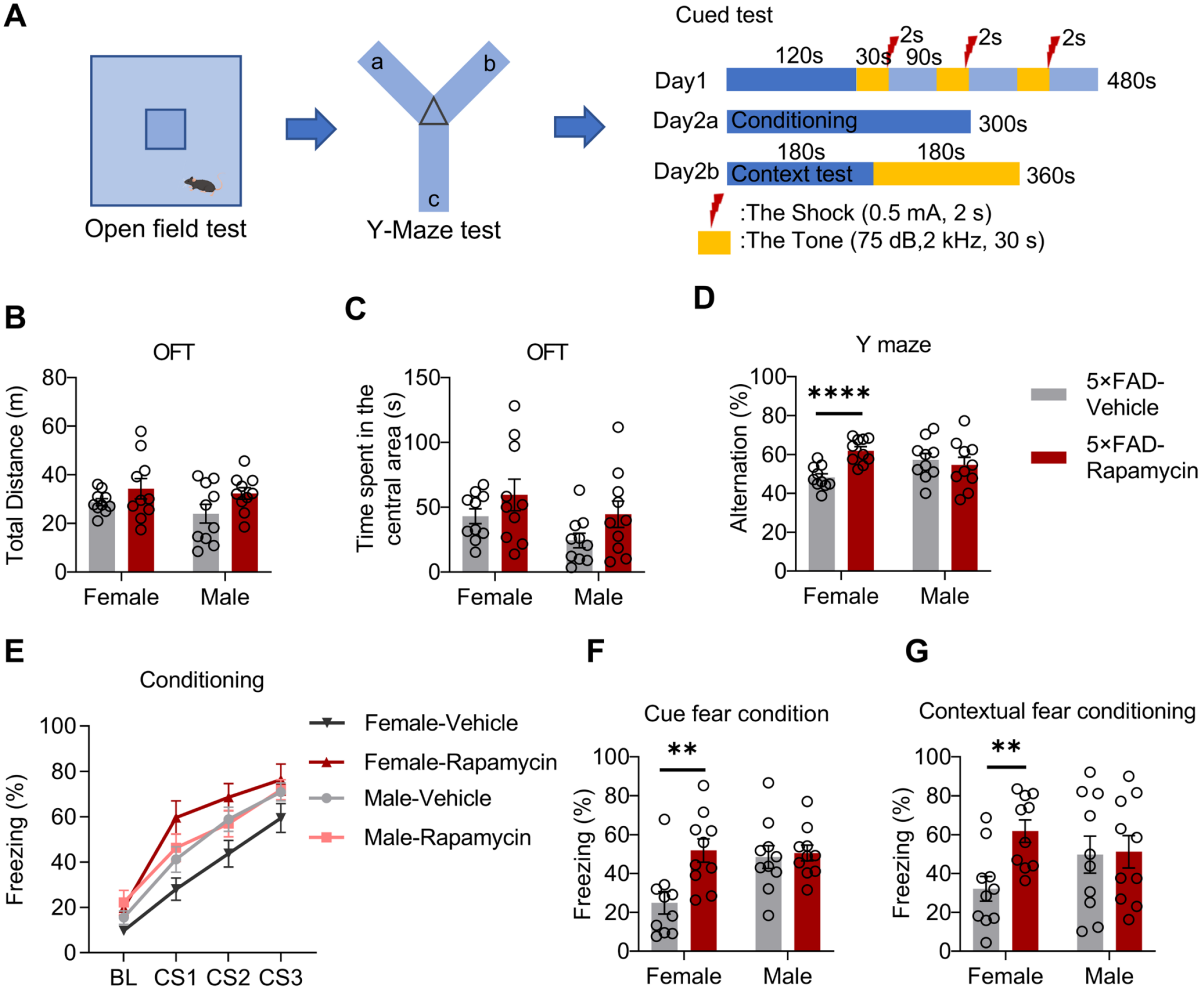
Mitigated cognitive impairment in rapamycin‐treated 5xFAD mice. (A) Schematic diagram and timeline of the behavioral testing. (B, C) Total distance traveled (B) and time spent in the center zone (C) during the open field test in vehicle‐ or rapamycin‐treated 5xFAD mice. Total distance female: *T*_(18)_ = 1.1264, *p* = 0.2225; Total distance male: *T*_(18)_ = 1.861, *p* = 0.0791; time spent in center female: *T*_(18)_ = 1.227, *p* = 0.2357; time spent in center male: *T*_(18)_ = 1.727, *p* = 0.1013; unpaired *t*‐test. (D) Spontaneous alternation percentage during the spontaneous alternation test in a Y‐maze. Female: *T*_(18)_ = 5.037, *p* < 0.0001; male: *T*_(18)_ = 0.5257, *p* = 0.6055, unpaired *t*‐test. (E–G) Freezing percentage during fear conditioning training (E), cued fear conditioning (F), and contextual fear conditioning (G). Cued fear conditioning: Female: *T*_(18)_ = 3.240, *p* = 0.0045; male: *T*_(18)_ = 0.2874, *p* = 0.7771; contextual fear conditioning: Female: *T*_(18)_ = 3.430, *p* = 0.0030; male: *T*_(18)_ = 0.1152, *p* = 0.9095; unpaired *t*‐test. *n* = 10 mice for vehicle, *n* = 10 mice for rapamycin. Data are mean ± SEM. **p < 0.01, ****p < 0.0001.

### 3.4 Rapamycin Reduces Amyloid Plaque‐Associated Toxicity in AD Mice

Fibrillar Aβ deposition drives plaque‐associated neuritic dystrophy, which is a key contributor to cognitive decline [29]. Given that rapamycin reduces amyloid plaque burden, we investigated whether this was associated with altered microglial phagocytic activity (assessed using the CD68/IBA1 ratio). Immunofluorescence analysis revealed that 3 months of rapamycin treatment significantly increased the CD68^+^/IBA1^+^ ratio in female 5xFAD mice compared to that in control mice, whereas male mice remained unaffected (Figure 4A,B). Female hAPP^NL‐G‐F^ mice exhibited a similar trend, although the increase was not statistically significant. No significant changes were observed in the male mice of either model (Figure S4A,B). These findings indicate that rapamycin enhances microglial phagocytic activity, with a significant effect observed in female 5xFAD mice. Next, we examined amyloid‐associated neuronal toxicity in AD mice by co‐immunostaining for Aβ and lysosomal‐associated membrane protein (LAMP1), a marker of dystrophic neurites [30]. Immunofluorescence analysis demonstrated substantially reduced LAMP1 immunoreactivity in female 5xFAD mice and in both sexes of hAPP^NL‐G‐F^ animals (Figure 4C,D; Figure S4C,D), suggesting that rapamycin treatment reduced the number of dystrophic neurites. Assessment of astrocytic reactivity showed that rapamycin significantly reduced the GFAP + area in female 5xFAD and hAPP^NL‐G‐F^ mice, indicating attenuated neuroinflammation; males showed no change (Figure 4E,F and Figure S4E,F). Together, these findings demonstrate that rapamycin consistently enhances microglial phagocytosis, reduces dystrophic neurites, and suppresses neuroinflammation in AD mouse models, with the most prominent effects in females.

**FIGURE 4:**
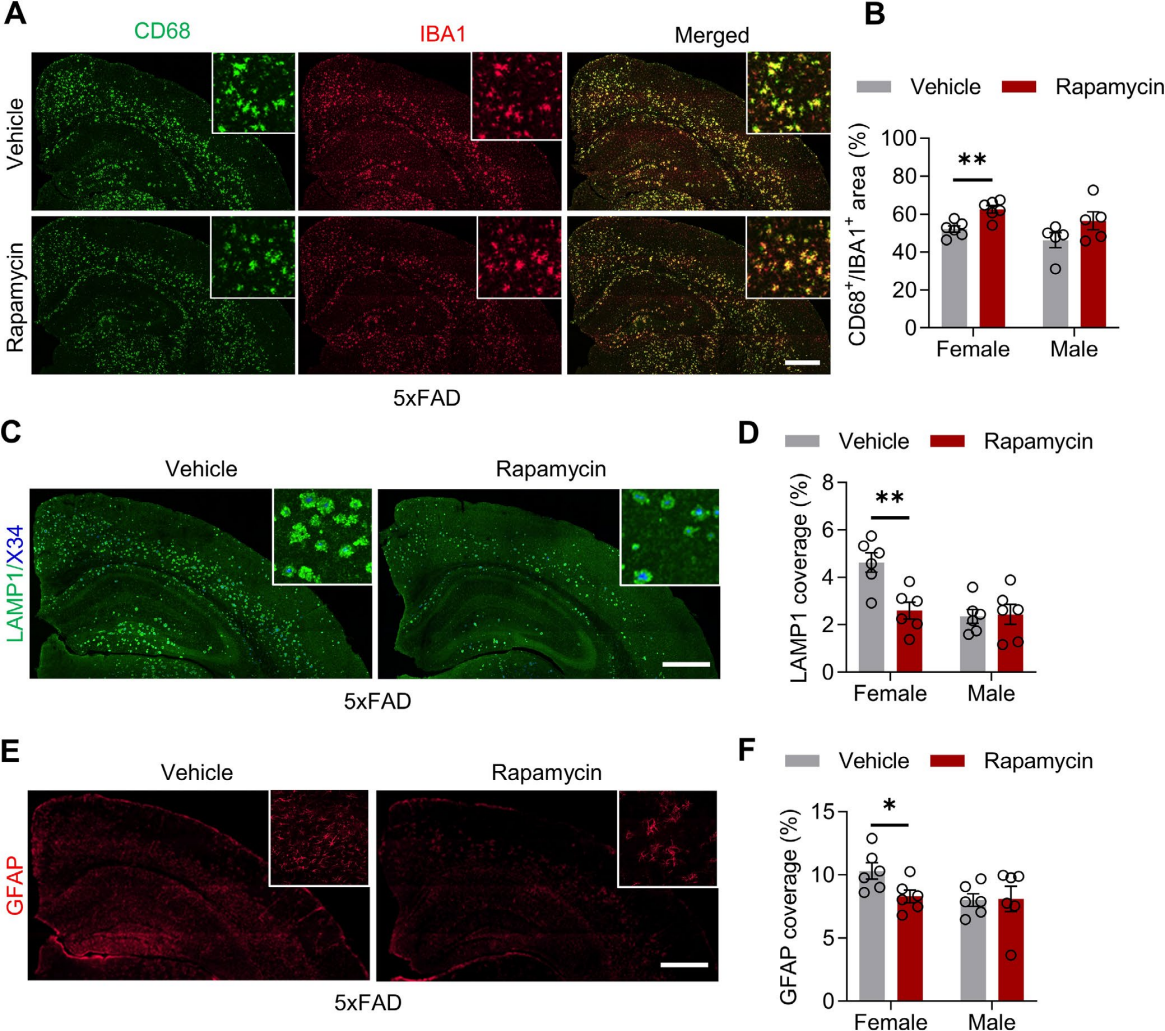
Reduced amyloid plaque‐associated toxicity in rapamycin‐treated 5xFAD mice. (A) Confocal images showing CD68 (green) and Iba1 (red) staining in the brains of vehicle‐ or rapamycin‐treated female and male 5xFAD mice. Scale bar, 500 μm. (B) Quantification of the CD68^+^/Iba1^+^ area ratio. *n* = 5 or 6 mice per group. Female: *T*_(10)_ = 4.063, *p* = 0.0023; male: *T*_(8)_ = 1.657, *p* = 0.1361, unpaired *t*‐test. (C) Confocal images showing LAMP1 (green) staining in the cells. Scale bar, 500 μm. (D) Quantification of the LAMP1^+^ area. *n* = 6 mice per group. Female: *T*_(10)_ = 3.718, *p* = 0.0040; male: *T*_(10)_ = 0.1617, *p* = 0.8748, unpaired *t*‐test. (E) Confocal images showing glial fibrillary acidic protein (GFAP; red) expression. Scale bar, 500 μm. (F) Quantification of the GFAP^+^ area. *n* = 6 mice per group. Female: *T*_(10)_ = 2.481, *p* = 0.0325; male: *T*_(10)_ = 0.08114, *p* = 0.9369, unpaired *t*‐test. Data are mean ± SEM. * *p* < 0.05, **p < 0.01.

### 3.5 Rapamycin Restores Homeostasis in AD Mice by Regulating Lipid Metabolism and Phagocytosis

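Cortical RNA of 16 5xFAD mice was sequenced, with 4 mice in each of the female vehicle, female rapamycin, male vehicle and male rapamycin groups. The 5xFAD mouse is a transgenic model that develops amyloid plaques. The rapamycin diet held 143 ppm of microencapsulated rapamycin (14 ppm active compound) and the vehicle diet held the carrier alone, and both were fed from 2 to 5 months of age. Poly(A) RNA was captured with oligo(dT) beads and sequenced as 150 bp paired-end reads. The authors removed the first 10 bases of each read, aligned the reads to the mouse genome GRCm38 (mm10) with HISAT2 and counted them on Ensembl genes with featureCounts. The deposited values are these read pair counts for 47593 genes, listed by gene symbol and not normalized. Strand was not used in the counting, and read pairs that matched several places or overlapped several genes were left out, so genes with near-identical copies can be undercounted. The counted read pairs per library ranged from 16393501 to 20593089 in female vehicle mice (median 18407640) and from 17372664 to 19862994 in female rapamycin mice (median 18812485). In males they ranged from 16797945 to 20007177 with vehicle (median 17546278) and from 16913695 to 18692037 with rapamycin (median 17584212). Counts were normalized with edgeR's TMM factors and tested with its quasi-likelihood test, with sex, batch and treatment as terms and Benjamini-Hochberg adjustment. The 16553 genes that passed edgeR's filterByExpr held 99.9% of the read pairs, and the biological coefficient of variation was 0.186. A DEG had an adjusted p under 0.05 and a fold change of at least 1.5 in either direction, as in the paper's methods. The sample labels place 11 libraries in batch 1 and 5 in batch 2, the latter being female vehicle 4, female rapamycin 4 and 5, male vehicle 4 and the library labelled male rapamycin 4. The leading principal component of log2 CPM held 30.7% of the variance, of which batch accounted for 81.2%. The next component held 15.6%, of which treatment accounted for 42.1%. Among genes chosen after their values were seen, Malat1 ranged from 124 to 235 CPM in batch 1 and from 260 to 1053 CPM in batch 2, and the ribosomal RNA gene Rn18s-rs5 from 606 to 2386 CPM in batch 1 and from 86.0 to 113 CPM in batch 2. The libraries also differed in how expression followed exon length, measured as the slope of each gene's deviation in log2 CPM from its mean over the libraries on log2 exon length. This slope, a measure chosen after seeing the data, differed by -0.0977 between the rapamycin and the vehicle libraries within batches (two-sided exact permutation test over 4620 assignments of the treatment labels within batches, p = 8.66e-04). The difference, rapamycin minus vehicle, was -0.100 in batch 1 and -0.0923 in batch 2. The share of read pairs on mitochondrial genes ranged from 2.64% to 6.99%.

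**Figure D1:**
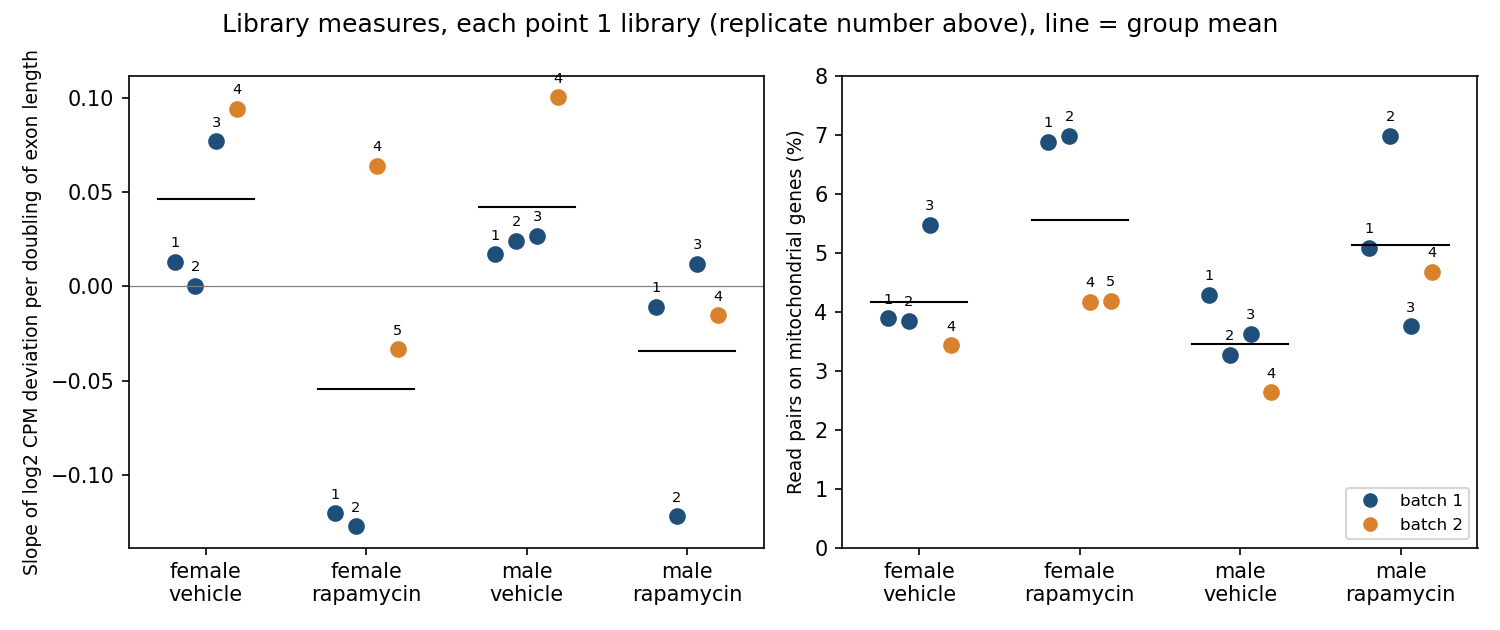
Slope of expression on exon length (left, log2 CPM per doubling of exon length) and percentage of read pairs on mitochondrial genes (right) in each group. Each point is 1 library with its replicate number above it, the colour gives the batch and the line is the group mean. Female rapamycin 1, female rapamycin 2 and male rapamycin 2 have slopes of -0.121, -0.127 and -0.122 and mitochondrial shares of 6.88%, 6.98% and 6.99%.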

To determine how rapamycin ameliorates AD pathology, we performed bulk RNA sequencing of cortical tissues from 5xFAD mice. For this analysis, cortical samples from three female and three male mice per treatment group (vehicle vs. rapamycin) were pooled for sequencing, yielding a total of *n* = 6 biologically independent samples per condition. 

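The text gives 6 samples per condition, and the figure legends give 4 mice per group. The libraries analysed here are labelled as 4 per group, or 8 per treatment, and the labels number the female rapamycin libraries 1, 2, 4 and 5. The paper does not name the mice that make up the 6 samples, so all 16 libraries were used. The labelled sex was checked with Xist, which is transcribed from the inactive X chromosome of females, and with the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y. Xist ranged from 491 to 1302 CPM in the 8 female libraries (median 587 CPM) and from 0.0559 to 1.01 CPM in 7 of the 8 male libraries. The 4 Y-linked genes summed to between 104 and 133 CPM in those 7 libraries and to at most 0.408 CPM in the female libraries. The library labelled male rapamycin 4 had 9935 read pairs on Xist and 0 on the 4 Y-linked genes, where the other male libraries had between 1915 and 2231 on these genes. It was kept in the group of its label. Against counting noise alone, which leaves out the differences between mice and batches, the pairs of libraries of a group had a chi-square per degree of freedom between 11.5 and 128. The Pearson correlation of log2 CPM across genes, which are not independent replicates, was between 0.943 and 0.986 for the same pairs.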

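With both sexes in the fit, 374 DEGs were called between rapamycin and vehicle, of which 114 rose and 260 fell. Without a fold change threshold 2205 genes passed (1069 rose and 1136 fell), and 5039 genes had an unadjusted p under 0.05, where chance gives 828. At the threshold of the figure legends, an absolute log2 fold change over 0.5, there were 563 DEGs (191 rose and 372 fell). Genes are placed here by the GRCm38 positions in the authors' count table, and adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 5 largest rises among DEGs with a mean of at least 1 CPM were those of Gm3608 (chromosome 1, 105455971 to 105458829), Gm5415 (chromosome 1, 32543686 to 32547294), G530011O06Rik (chromosome X, 169975043 to 169978917), Plin4 (chromosome 17, 56100591 to 56109803) and 8430408G22Rik (chromosome 6, 116650609 to 116652794). Gm3608 went from 2.77 ± 3.28 CPM (SD, n = 8) with vehicle to 7.47 ± 3.90 CPM (SD, n = 8) with rapamycin, a log2 fold change of 1.94 (standard error 0.61, adjusted p = 0.0448 from edgeR). The log2 fold changes of Gm5415, G530011O06Rik, Plin4 and 8430408G22Rik were 1.72, 1.51, 1.34 and 1.34, with edgeR adjusted p values of 0.0440, 0.0183, 0.0295 and 0.0274. With each library left out in turn, G530011O06Rik kept its call in all 16 fits, while Gm3608 lost it in 11 (adjusted p up to 0.0933, without female vehicle 3), Gm5415 in 12 (up to 0.208, without male rapamycin 2), Plin4 in 6 (up to 0.0614, without female rapamycin 2) and 8430408G22Rik in 7 (up to 0.0750, without male rapamycin 2). Whether near-identical copies of Gm3608 or Gm5415 took part of their reads was not tested. The 5 largest falls were those of Mfrp (chromosome 9, 44101729 to 44109187), Tmem72 (chromosome 6, 116679063 to 116716913), Cldn2 (chromosome X, 139800828 to 139811386), Slc4a5 (chromosome 6, 83219828 to 83304945) and Sostdc1 (chromosome 12, 36314169 to 36318452). Mfrp fell by 3.10 on the log2 scale (standard error 0.67, edgeR adjusted p = 0.0140), from 4.58 ± 9.56 CPM (SD, n = 8) to 0.442 ± 0.411 CPM (SD, n = 8), and the log2 fold changes of Tmem72, Cldn2, Slc4a5 and Sostdc1 were -2.57, -2.25, -2.11 and -1.89. All 5 were highest in male vehicle 4, and none was a DEG without that library, where the log2 fold changes were -2.02, -0.77, -1.25, -0.86 and -1.2 and the edgeR adjusted p values 0.0783, 0.541, 0.210, 0.334 and 0.146. Mfrp and Sostdc1 kept their calls with any other library left out, while Tmem72 lost its call in 13 of the 16 fits, Slc4a5 in 7 and Cldn2 in 5, with adjusted p values, male vehicle 4 apart, up to 0.166, 0.0912 and 0.0616 (without female vehicle 2, female vehicle 2 and male rapamycin 2). The number of DEGs was 156 without female rapamycin 1, 213 without female rapamycin 2, 219 without male rapamycin 2 and 571 without female rapamycin 4, and lay between 251 and 535 in the other fits that each left out 1 library. It was 0 when the exon length slope of each library (965 genes at an unadjusted p under 0.05) or its mitochondrial share (1207 genes) was added as a covariate, alternatives chosen after seeing the data. Without the batch term it was 36.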

Initial analysis combining data from both sexes identified 499 differentially expressed genes (DEGs) in response to rapamycin treatment, including 343 downregulated and 156 upregulated transcripts (Figure 5A). When subjected to model‐based clustering, these DEGs were segregated into five distinct co‐expression modules (Figure S5A). These DEGs were segregated into five distinct co‐expression modules (Figure S5A). 

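Mfuzz was not used here; its algorithm, fuzzy c-means, was run with the paper's settings (5 centres and a fuzzifier of 1.19) on the standardized log2 CPM of the 374 DEGs in all 16 libraries. The modules held 111, 97, 73, 52 and 41 genes. The modules of 73 and 41 genes held only DEGs that rose, and those of 111, 97 and 52 genes only DEGs that fell. In the module of 111 genes the mean standardized level of the centre was 0.613 in female vehicle, -0.864 in female rapamycin, 0.654 in male vehicle and -0.404 in male rapamycin libraries. In the module of 52 genes it was 0.694, -0.399, 0.524 and -0.818 in the same order. In the module of 41 genes it was -0.761, 0.771, -0.546 and 0.536. Every gene of the modules of 111, 73 and 41 genes had a membership over 0.5, as did 91 of the 97 and 49 of the 52 genes in the remaining modules. The closest pair of centres had a Pearson r of 0.919 over the 16 libraries, and this highest r ranged from 0.809 to 0.922 over 50 random starts. With the 212 DEGs that DESeq2 called with treatment as the only term, the highest r was 0.855. The centres of the 3 modules of falling genes were all highest in male vehicle 4. In the module of 111 genes the centre was -1.67, -1.79 and -1.68 in female rapamycin 1, female rapamycin 2 and male rapamycin 2. In the other rapamycin libraries it lay between -0.195 and 0.199, below every vehicle library (0.329 to 1.01). The former have the lowest exon length slopes and stood apart likewise in the modules of 97 and 73 genes. They did not in the modules of 52 and 41 genes, and no fit left them out together.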

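The DEGs were set against the mouse Reactome gene sets that the fgsea package holds, because KEGG sets were not used here. The modules were not each tested. The 875 sets with 10 to 500 tested genes were each tested with a one-sided hypergeometric test, against a background of the 5093 tested genes found in any set, of which 112 were DEGs. The names of 21 sets hold a word formed with phagocyt, phagosom, phospholip or lipid, stems that were written down after the files were opened and before the result of any set was seen. None of these 21 sets passed at an adjusted p under 0.05, 0 of them had an unadjusted p under 0.05, and the smallest p was 0.171, for the set on EGFR and phospholipase C-gamma (2 DEGs of 34 genes, 0.748 expected). The Fcgamma receptor dependent phagocytosis set held 2 DEGs among 70 genes (1.54 expected, hypergeometric exact p = 0.458), and the set on the role of phospholipids in phagocytosis held 1 among 19 (0.418 expected). The larger of the sets on the ER-phagosome pathway held 0 DEGs among 71 genes (1.56 expected). Among the lipid sets, metabolism of lipids and lipoproteins held 2 DEGs of 398 genes (8.75 expected), phospholipid metabolism 0 of 122 (2.68 expected) and glycerophospholipid biosynthesis 0 of 76 (1.67 expected). Of all 875 sets, 2 passed, namely potassium channels (10 DEGs of 85 genes, 1.87 expected) and voltage gated potassium channels (7 of 39 genes, 0.858 expected), each with a Benjamini-Hochberg adjusted p of 0.00775, and 32 had an unadjusted p under 0.05. The test does not correct for gene length. After the trends of expression with exon length and GC content were removed, an alternative chosen after seeing the data, 0 sets passed. With the DEGs of DESeq2 with treatment as the only term 0 sets passed as well. Without the fold change threshold, 41 sets passed, led by eukaryotic translation elongation with 56 of 87 genes (14.5 expected), and again 0 of the 21 sets did.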

Functional pathway enrichment analysis of the combined data modules revealed significant associations between phagocytosis and lipid metabolism (Figure 5B).

**FIGURE 5:**
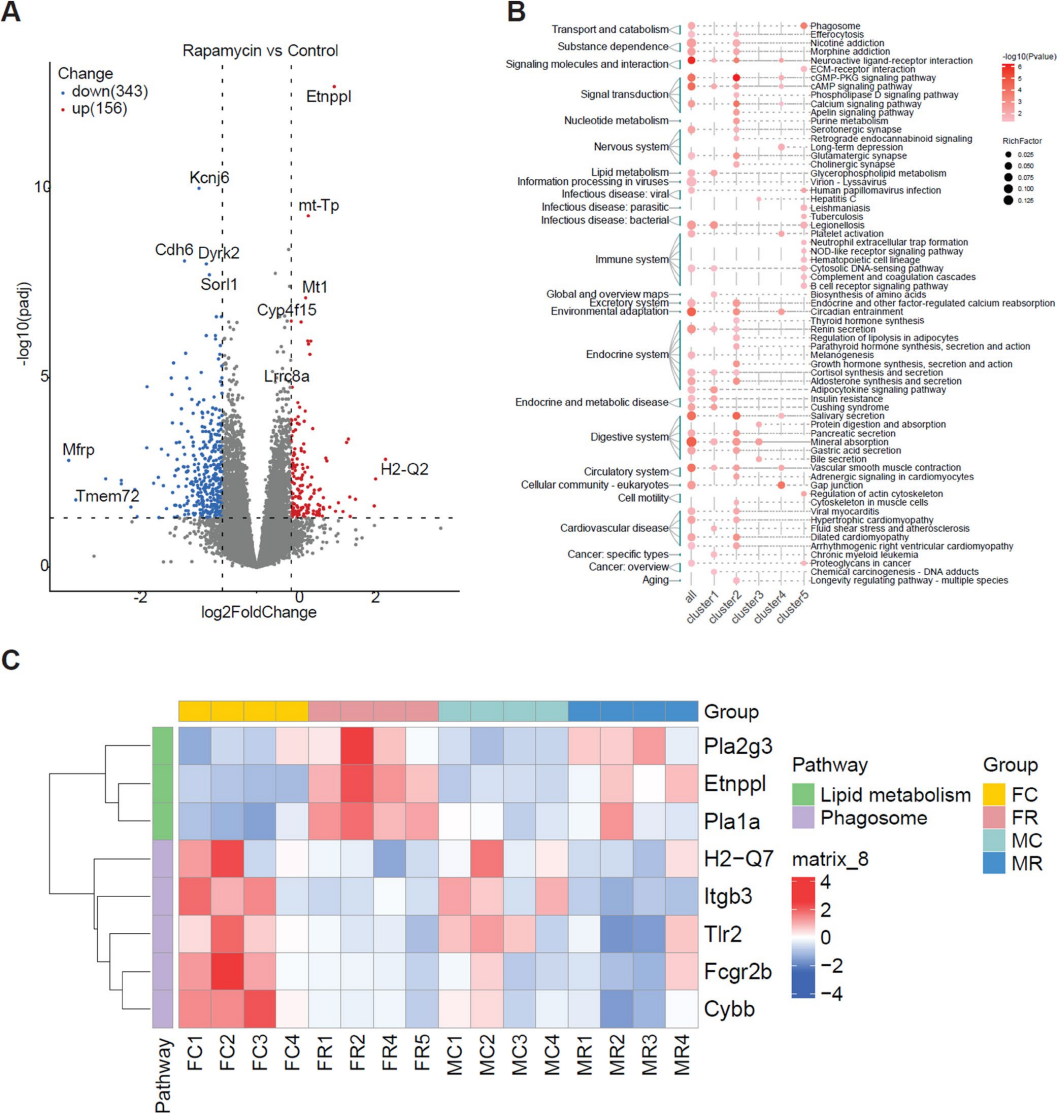
Restored homeostasis in rapamycin‐treated 5xFAD mice via regulation of lipid metabolism and phagocytosis. (A) Volcano plot showing differentially expressed genes (DEGs) in the cortex of vehicle‐ or rapamycin‐treated female and male 5xFAD mice, as determined by RNA‐seq. The *X*‐axis shows log_2_ fold change (FC), and the *Y*‐axis shows −log_10_ of the *p.adj* values. Red and blue dots indicate significantly upregulated or downregulated genes in rapamycin versus vehicle (log_2_ FC > 0.5, *p.adj* value < 0.05). (B) Co‐expression clustering of DEGs using Gaussian mixture modeling. KEGG pathway enrichment analysis revealed significant alterations in the phagosome and lipid metabolism pathways. (C) Hierarchical clustering of lipid metabolism‐related genes (*Pla2g3, Etnppl, Pla1a*) and phagosome‐related genes (*H2‐Q7, Itgb3, Tlr2, Fcgr2b, Cybb*). *n* = 4 mice per group.

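All 12 genes labelled in Figure 5A changed in the direction shown there, and 11 of them were DEGs. Sorl1, on chromosome 9 of GRCm38 from 41964720 to 42124297, went from 479 ± 68.8 CPM with vehicle to 281 ± 54.8 CPM with rapamycin (SD, n = 8 each), a log2 fold change of -0.79 (standard error 0.11, edgeR adjusted p = 0.00544). Kcnj6, on chromosome 16 from 94749266 to 94997696, went from 23.1 ± 7.28 to 12.4 ± 3.99 CPM (SD, n = 8 each), a log2 fold change of -0.98 (standard error 0.13, edgeR adjusted p = 0.0033). Mt1, on chromosome 8 from 94179089 to 94180325, went from 132 ± 23.4 to 244 ± 91.0 CPM (SD, n = 8 each), a log2 fold change of 0.91 (standard error 0.15, edgeR adjusted p = 0.0088). The mitochondrial tRNA gene mt-Tp, which is 67 bases long and lies at positions 15356 to 15422 of the mitochondrial genome, had a log2 fold change of 0.80 (edgeR adjusted p = 0.00743). Cyp4f15 and Lrrc8a had log2 fold changes of 0.62 and 0.66, and those of Dyrk2 and Cdh6 were -0.87 and -1.23, with edgeR adjusted p values between 0.0088 and 0.0104. All 8 kept an adjusted p under 0.05 in each of the 16 fits that left out 1 library, but the fold change fell short of the threshold for Cyp4f15 without female vehicle 2, female rapamycin 1 or male rapamycin 2 (log2 fold change 0.58 in each) and for Lrrc8a without male rapamycin 2 (0.57). H2-Q2, on chromosome 17 from 35342242 to 35346762, had between 2 and 125 read pairs per library and a log2 fold change of 1.76 (standard error 0.61, edgeR adjusted p = 0.0644). It passed the threshold without female vehicle 1 (adjusted p = 0.0405), male vehicle 3 (0.0447) or male rapamycin 2 (0.0362), and its adjusted p ranged up to 0.144 with other libraries left out. Its reads could be split among the similar class I histocompatibility genes of the H2-Q cluster, so its count is uncertain.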

We separately analyzed the expression profiles to examine the potential sex‐specific transcriptional responses. 

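In the fit of the 4 groups with batch as a term, 2 DEGs were called in females and 0 in males. The 2 genes in females were Etnppl and Fam107a, of which Fam107a was chosen here after its values were seen. At an unadjusted p under 0.05 there were 3818 genes in females and 1990 in males, and the smallest edgeR adjusted p was 2.34e-05 in females and 0.151 in males. Many genes of the female comparison lay just above the threshold, and Sorl1, Dyrk2, Mt1 and Cyp4f15 each had an edgeR adjusted p of 0.0572. The female count was 941 DEGs without female rapamycin 4, 286 without male rapamycin 2, 225 without the library labelled male rapamycin 4, 203 without female vehicle 4 and 142 without male rapamycin 3. It was 1 without female vehicle 1, 2 or 3 or without female rapamycin 2. The male count was 1 without male rapamycin 3 and 0 in the other fits that left out 1 library. DESeq2 with the same terms called 573 DEGs in females and 16 in males, edgeR without the filter on low counts 806 and 347, and edgeR on batch 1 alone 977 and 0. The difference between the sexes was tested as the interaction of sex and treatment, for which 0 DEGs were called and 360 genes had an unadjusted p under 0.05, where chance gives 828. The smallest adjusted p of the interaction was 0.467, and without the filter on low counts it had 87 DEGs.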

Hierarchical clustering of key lipid metabolism‐ and phagocytosis‐related genes clearly delineated the samples by both treatment and sex (designated as female control (FC), female rapamycin (FR), male control (MC), and male rapamycin (MR) groups) (Figure 5C). 

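The grouping was recomputed from the 16 libraries with the z-scored log2 CPM of these 8 genes, Euclidean distance and complete linkage, since the paper names neither. At 4 clusters, female vehicle 1, 2 and 3 formed a cluster, female vehicle 4 and male vehicle 4 another, and male rapamycin 2 and 3 another. The remaining cluster held all 4 female rapamycin libraries, male vehicle 1, 2 and 3, male rapamycin 1 and the library labelled male rapamycin 4. The adjusted Rand index against the 4 groups, which is 1 for identical groupings and 0 on average by chance, was 0.239 (one-sided permutation test with 100000 resamples, p = 0.0046). At 2 clusters, 5 vehicle libraries separated from the 8 rapamycin and the other 3 vehicle libraries, with an index of 0.354 against treatment (permutation p = 0.0249) and 0.0884 against sex (permutation p = 0.281). With average or Ward linkage the 2 clusters matched treatment exactly (index 1, permutation p = 1.5e-04). With correlation distance the index against treatment was 0.749 (permutation p = 0.00133). With the batch means removed the index was 0.412 for 4 clusters against the 4 groups (permutation p = 9.3e-04) and 0.211 for 2 clusters against treatment (permutation p = 0.0781). The study chose these genes on the same samples.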

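All 374 DEGs had the same direction of change in females and in males. In the fit of the 4 groups, 277 of them had the larger change in females. The median size of the log2 fold change was 0.905 in females and 0.683 in males. Pearson's r between the sexes was 0.876 across these genes, which are not independent replicates. Selecting the genes in a fit of both sexes favours equal direction and a high r, so neither tests whether the sexes respond alike. On the means of log2 CPM without a batch term, 235 of the 374 DEGs changed more in females, with medians of 0.788 and 0.695. The median difference in size, female minus male, was 0.114, within the spread of exchanged sex labels (two-sided exact permutation of the sex labels within each treatment, 4900 assignments, p = 0.809). It was -0.0488 without female rapamycin 2 and -0.0436 without female rapamycin 1, and 0.336 without female rapamycin 4, 0.298 without male rapamycin 2 and 0.0172 without the library labelled male rapamycin 4. In batch 1 alone, with 3 and 2 libraries per group in females and 3 in each male group, it was 0.553 (exact permutation, p = 0.185). Batch 2 holds 1 library in 3 of the 4 groups, too few for its own value. Over all tested genes, with all libraries, the median difference was 0.036 (exact permutation, p = 0.474). These permutations had no batch term and, except in batch 1 alone, exchanged sex labels across batches. The difference in size from the fit with batch was not permuted.

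**Figure D2:**
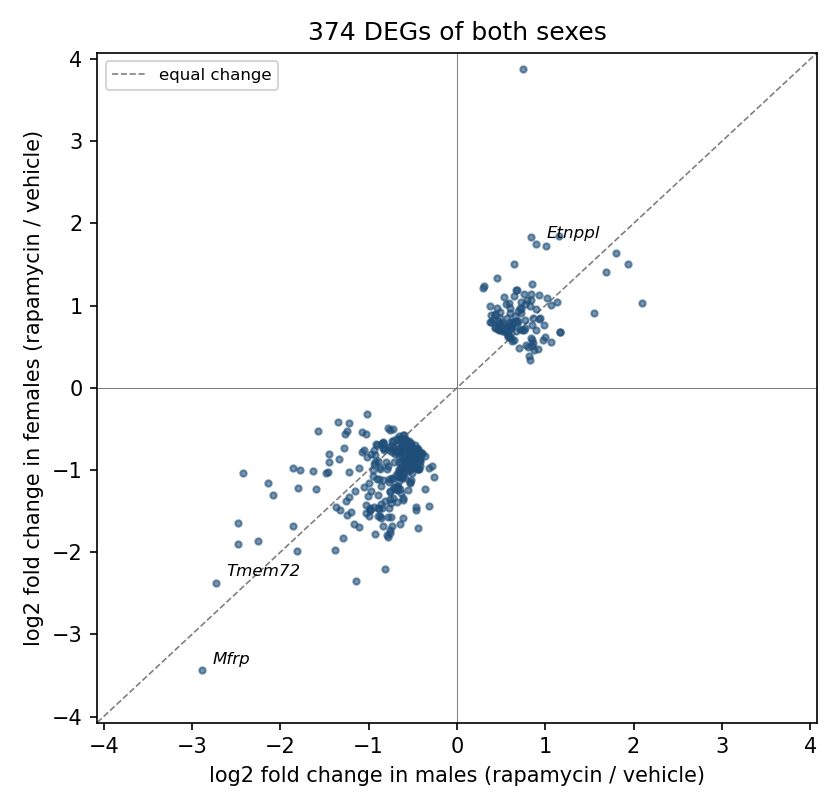
Log2 fold change between rapamycin and vehicle in males (x axis) and in females (y axis) for the 374 DEGs of both sexes, from the fit of the 4 groups with batch. Each point is 1 gene and the dashed line marks equal change, and all points lie in the quadrants of equal direction.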

Notably, the magnitude of rapamycin‐induced gene expression changes was more pronounced in female mice than in male mice, consistent with the robust phenotypic improvements observed in females. Specifically, rapamycin promoted the transcription of phospholipase family members (*Pla2g3, Etnppl, and Pla1a*) and downregulated immune‐phagocytic genes (*H2‐Q7, Itgb3, Tlr2, Fcgr2b, and Cybb*), with a stronger effect in the female cohort.

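Pla2g3 encodes a secreted phospholipase of the A2 class, Pla1a a phosphatidylserine-specific phospholipase and Etnppl ethanolamine-phosphate phospho-lyase. Etnppl, on chromosome 3 of GRCm38 from 130617448 to 130637521, went from 21.2 ± 5.20 CPM with vehicle to 50.4 ± 14.6 CPM with rapamycin (SD, n = 8 each), a log2 fold change of 1.32 (standard error 0.14, edgeR adjusted p = 6.7e-04), and every rapamycin library lay above every vehicle library. Pla1a (chromosome 16, 38396119 to 38433145) went from 1.24 ± 0.386 to 2.02 ± 0.726 CPM (SD, n = 8 each), a log2 fold change of 0.74 (standard error 0.24, edgeR adjusted p = 0.0462). Pla2g3 (chromosome 11, 3488284 to 3499350) went from 2.95 ± 1.87 to 4.40 ± 1.25 CPM (SD, n = 8 each), a log2 fold change of 0.57 (standard error 0.19, edgeR adjusted p = 0.0562). Itgb3 (chromosome 11, 104608000 to 104670476) fell from 7.32 ± 1.25 to 4.94 ± 1.01 CPM (SD, n = 8 each), a log2 fold change of -0.61 (standard error 0.13, edgeR adjusted p = 0.0133). Cybb (chromosome X, 9435252 to 9487771) fell from 2.69 ± 0.860 to 1.51 ± 0.542 CPM (SD, n = 8 each), a log2 fold change of -0.83 (standard error 0.24, edgeR adjusted p = 0.0328). The log2 fold changes of H2-Q7 (chromosome 17, 35439155 to 35443773), Tlr2 (chromosome 3, 83836272 to 83841767) and Fcgr2b (chromosome 1, 170958617 to 170976547) were -0.74, -0.72 and -0.55, with edgeR adjusted p values of 0.0669, 0.0651 and 0.0982. Reads of H2-Q7 could be split among the similar genes of the H2-Q cluster. In all, 4 of the 8 genes were DEGs, and 8 of 8 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. The number was 6 without the library labelled male rapamycin 4, and 2 without female vehicle 2, female rapamycin 1, female rapamycin 2, male vehicle 1, male vehicle 2, male vehicle 4 or male rapamycin 2. Etnppl stayed a DEG in all 16 such fits, and Itgb3 passed the adjusted p threshold in all 16 but fell short of the fold change threshold without male vehicle 1, male vehicle 4 or the library labelled male rapamycin 4 (log2 fold change -0.58, -0.52 and -0.58). Cybb lost its call in 9 (edgeR adjusted p from 0.0177 to 0.0746) and Pla1a in 11 (0.0323 to 0.114). With all libraries Pla2g3 and Fcgr2b also fell short of the fold change threshold. Pla2g3 passed the adjusted p threshold without female vehicle 4, female rapamycin 5 or the library labelled male rapamycin 4 (edgeR adjusted p = 0.0243, 0.0485 and 0.0429). H2-Q7 passed it without female vehicle 3 (0.0410). Tlr2 passed it without male vehicle 4 (0.0485) or the library labelled male rapamycin 4 (0.0318), and Fcgr2b without the latter (0.0241). With the trends of expression with exon length and GC content removed, an alternative chosen after seeing the data, Etnppl alone was a DEG, and with the slope as a covariate 0 of the 8 were. In batch 2 alone, which holds 5 libraries, the log2 fold changes of Pla2g3 and Fcgr2b were -0.11 and 0.025.

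In females, Etnppl was the only DEG of the 8 (log2 fold change 1.75, edgeR adjusted p = 2.34e-05), with 6 of the 8 genes passing when adjusted over the list alone. In males, 0 were DEGs (3 at an unadjusted p under 0.05), with 2 passing when adjusted over the list alone, and the log2 fold change of Etnppl was 0.90 (edgeR adjusted p = 0.151). The log2 fold change in females exceeded that in males for Etnppl by 0.85 (standard error 0.20) and for Pla1a by 0.93 (standard error 0.44), while that of Pla2g3 was 0.51 in females and 0.63 in males. In the interaction test 0 of the 8 genes passed over all genes tested (2 at an unadjusted p under 0.05), and Etnppl passed when adjusted over the list alone (adjusted p = 0.00498 from edgeR). The study chose these genes on the same samples and describes their change as stronger in females. The adjustment over the list alone is thus not independent evidence. The fall was larger in females for H2-Q7, Fcgr2b and Cybb and larger in males for Itgb3 and Tlr2, with none of these 5 differences passing over the list alone. Without male rapamycin 2 the log2 fold change of Pla1a in males was -7.2e-04, against 0.29 with all libraries.

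**Figure D3:**
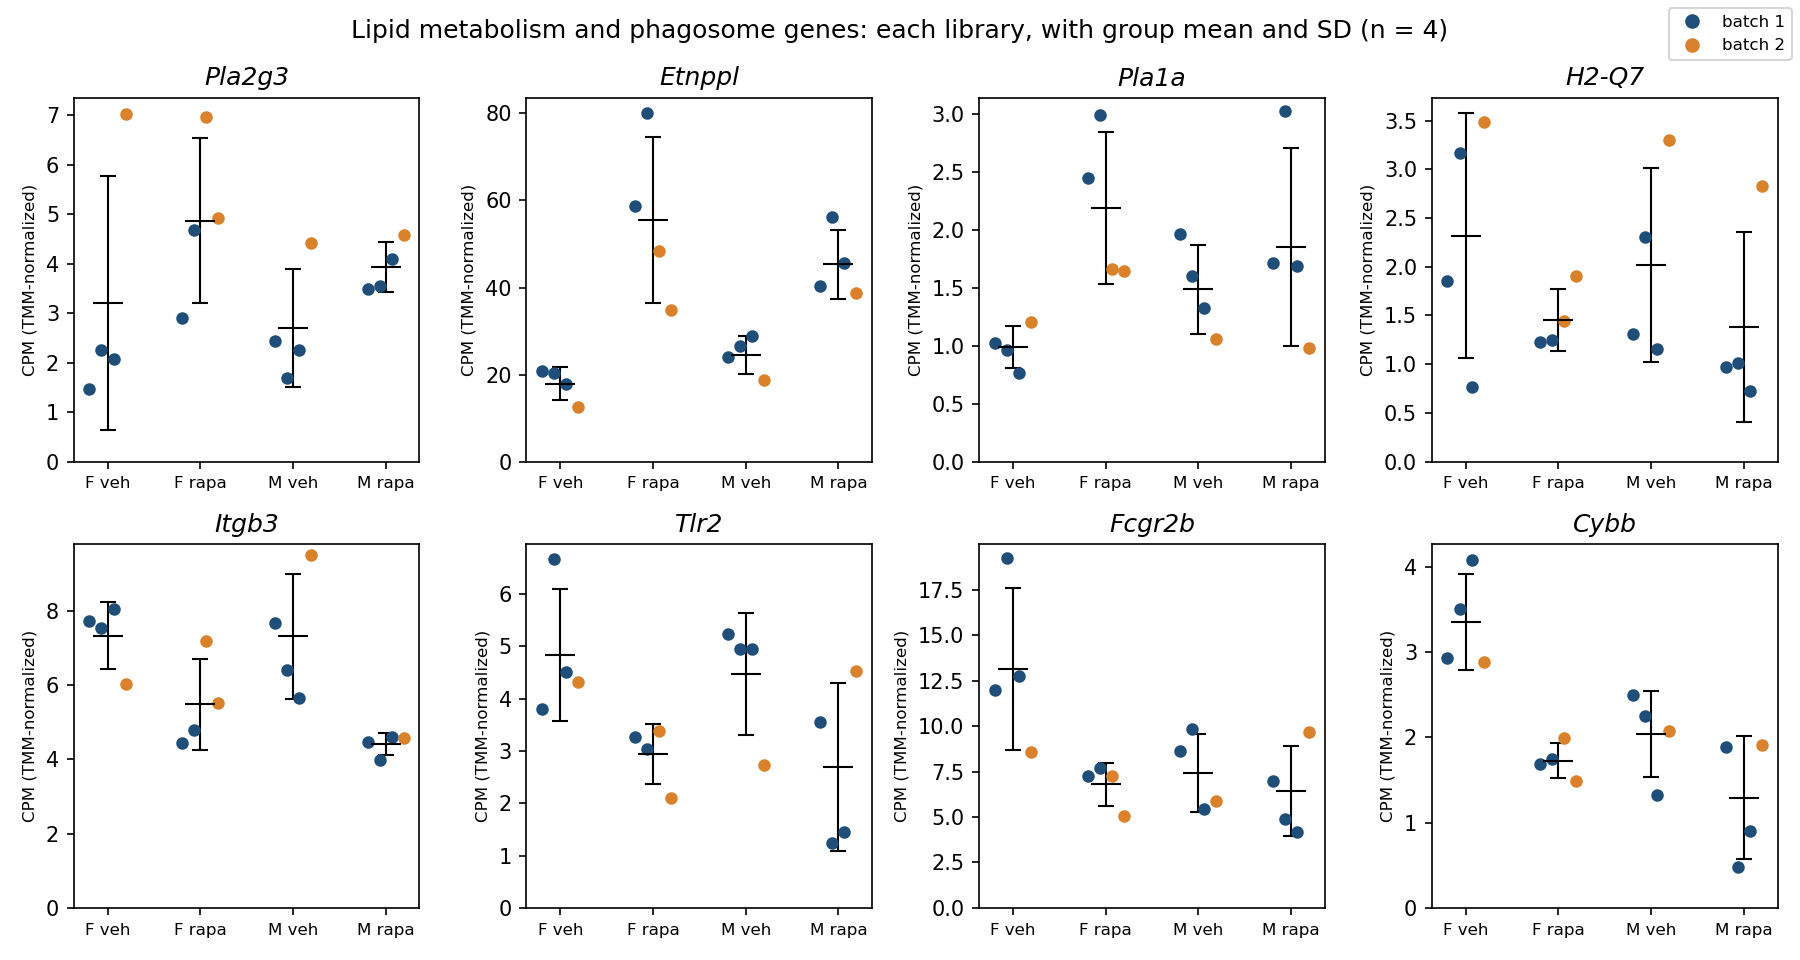
TMM-normalized CPM of the 3 lipid metabolism and 5 phagosome genes in each library, with the group mean and SD (n = 4). Points are coloured by batch. Etnppl is at or above 34.8 CPM in every rapamycin library and at or below 28.8 CPM in every vehicle library.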

Additionally, RNA‐seq analysis revealed that rapamycin did not significantly affect the expression of Aβ metabolism‐related genes (Bace1, Psen1, App, Psen2, and Bace2) (Figure S5B) or Aβ‐degrading proteases (Mmp2, Mmp9, and Ide) (Figure S5C). Furthermore, using the A8717 antibody, which specifically recognizes the C‐terminus of APP, we measured the levels of APP and its degradation products (CTF‐α/β) in the cerebral cortex of 5xFAD (Figure S6A–C) and hAPP^NL‐G‐F^ (Figure S6D–F) mice. 

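None of these 8 genes had an adjusted p under 0.05 over all genes tested, and 4 had an unadjusted p under 0.05 (App, Bace1, Psen2 and Mmp2), the same 4 that passed when adjusted over the list alone. The smallest adjusted p was 0.0504, for Bace1. Bace1 went from 132.3 ± 11.3 CPM with vehicle to 108.3 ± 18.2 CPM with rapamycin (SD, n = 8 each), a log2 fold change of -0.30 (standard error 0.098). App went from 2037 ± 131 to 1802 ± 157 CPM (SD, n = 8 each), a log2 fold change of -0.16 (standard error 0.062, edgeR adjusted p = 0.0915). The mouse genome used for the alignment holds no transgene, and how many read pairs of human APP were counted on App was not analysed here. The log2 fold changes of Psen2 and Bace2 were 0.24 and -0.17, and those of Mmp2, Mmp9 and Ide -0.42, 0.25 and 0.45, with edgeR adjusted p values from 0.0797 to 0.599. In females and in males alone, 0 of the 8 genes passed (1 and 0 at an unadjusted p under 0.05). Bace1 passed without female rapamycin 4 (edgeR adjusted p = 0.0327), male rapamycin 1 (0.0297) or male rapamycin 3 (0.0241), Mmp2 without male rapamycin 1 (0.0331) and Psen2 without male rapamycin 3 (0.0417). DESeq2 with the same terms gave App and Bace1 an adjusted p under 0.05 (0.0176 and 0.0211). Over the alternatives the adjusted p ranged up to 0.891 for App and up to 0.975 for Bace1. Ide passed in batch 1 alone (edgeR adjusted p = 0.0429) and without the filter on low counts (0.0110), and its adjusted p was up to 0.975 under the other alternatives, with a log2 fold change of -0.47 in batch 2 alone. Ide varied widely within groups, from 43.9 to 96.5 CPM among the 4 female vehicle libraries and from 44.6 to 120 CPM among the 4 female rapamycin libraries.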

The results demonstrated that rapamycin treatment did not significantly affect the protein levels of APP or CTF‐α/β in either the 5xFAD or hAPP^NL‐G‐F^ mouse models, indicating that its mechanism of action is independent of direct modulation of APP processing or Aβ synthesis/degradation pathways. Taken together, these transcriptional profiles suggest that rapamycin normalizes dysregulated lipid signaling by inhibiting proinflammatory phospholipases and modulating neuroimmune responses by attenuating the phagocytosis pathway, thereby restoring cerebral homeostasis, consistent with its established effects of reducing Aβ deposition and neuroinflammation.

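Lists of marker genes fixed before any count was seen were tested with limma's camera on log2 CPM, with sex, batch and treatment as terms, a preset correlation of 0.01 and adjustment over 21 lists. Camera called 5 of the 21 lists, of which the glucocorticoid response list alone passed under limma's fry and 0 passed with camera's correlation estimated from the data. The homeostatic microglia list of 10 genes had a mean log2 fold change of -0.25, with 9 of the 10 genes falling (adjusted p = 0.0406 by camera and 0.486 by fry). Its camera call was lost without female vehicle 2 or 3, female rapamycin 4 or 5, male vehicle 1 or male rapamycin 2 or 3 (adjusted p from 0.0515 to 0.187), and kept in the other 9 fits that left out 1 library. For the disease-associated microglia list the mean was -0.28 with 14 of 18 genes falling (camera adjusted p = 0.164), and it passed without female rapamycin 2 (0.0364) or the library labelled male rapamycin 4 (0.00517) and with no batch term (0.0397). With trends of exon length and GC content removed, an alternative chosen after seeing the data, its mean was -0.329 with 15 of 18 genes falling (camera adjusted p = 0.0225). The sterol synthesis list had a mean of -0.10 with 13 of 17 genes falling (camera adjusted p = 0.164) and passed without female rapamycin 1 (0.00985). It also passed, at 0.0397, under 1 of the 5 alternatives other than leaving out 1 library. For the reactive astrocyte list the mean was -0.17 with 7 of 9 genes falling (camera adjusted p = 0.360). From its transcriptional profiles the paper proposes that rapamycin normalizes lipid signaling through inhibition of proinflammatory phospholipases and dampens neuroimmune responses through the phagocytosis pathway. The phospholipase genes Pla2g3 and Pla1a had log2 fold changes of 0.57 and 0.74 here.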

### 3.6 Rapamycin Enhances Lipid Droplet Clearance via Autophagy‐Dependent Degradation

Microglial lipid droplet accumulation during aging and AD impairs phagocytic capacity [31, 32]. To determine whether rapamycin enhances Aβ clearance by facilitating lipid droplet degradation, we treated BV2 microglia with increasing doses (50–100 nM). Flow cytometry with BODIPY 493/503 staining revealed a concentration‐dependent reduction in lipid droplet size, with the maximum reduction observed at 100 nM (Figure 6A–C). Mechanistic interrogation using chloroquine (CQ) demonstrated complete blockade of rapamycin's lipid‐clearing effects; CQ increased basal lipid accumulation and abolished the rapamycin‐induced reduction (Figure 6D–F). Western blotting confirmed intact autophagic flux in rapamycin‐treated cells, as evidenced by decreased p62 levels and an increased LC3B‐II/I ratio. Notably, CQ caused p62 sequestration despite an increase in the LC3B‐II/I ratio, whereas rapamycin and CQ co‐treatment prevented p62 degradation (Figure 6G,H). These findings indicate that rapamycin promotes lipid droplet clearance via autophagy‐dependent degradation in the microglia.

**FIGURE 6:**
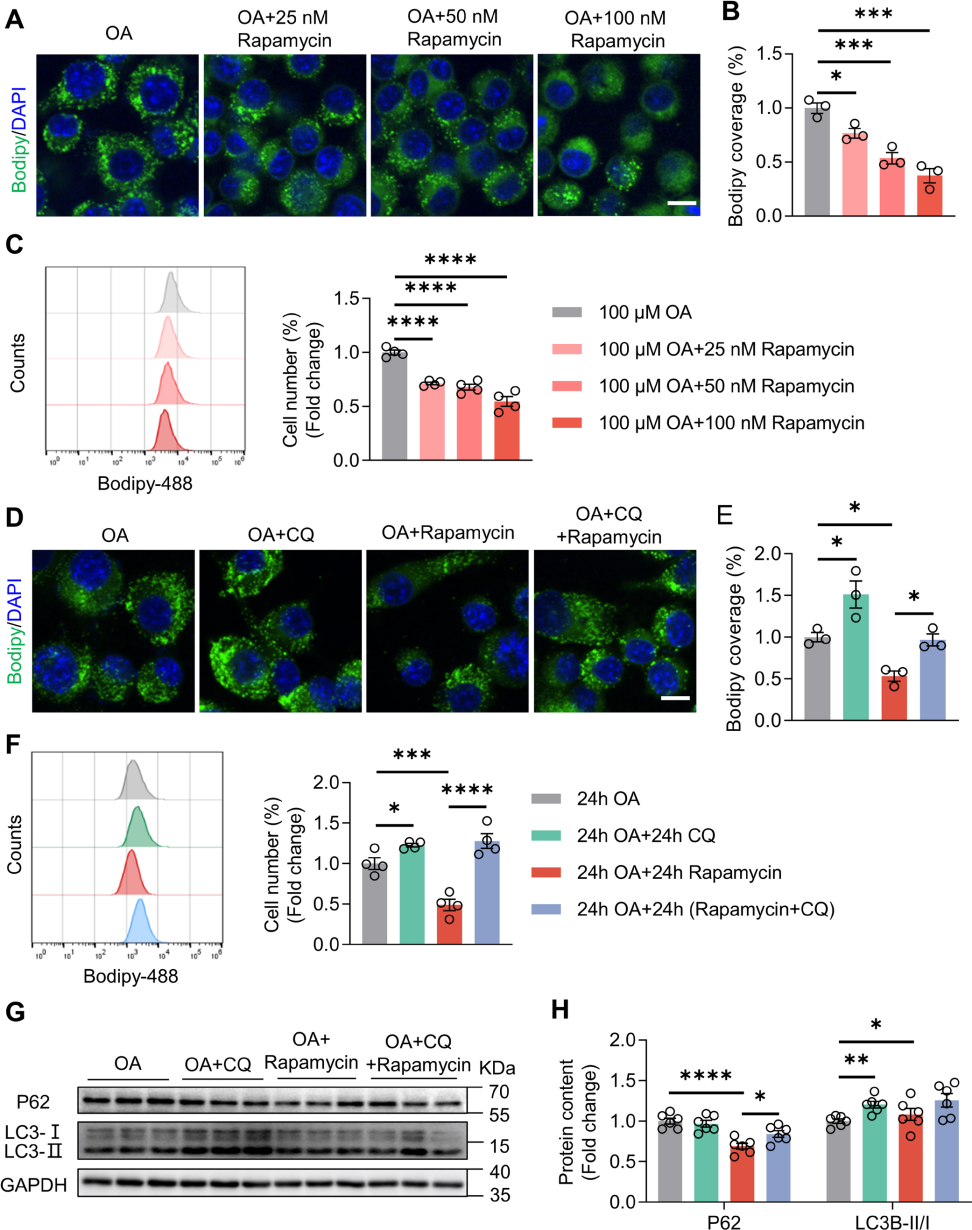
Enhanced lipid droplet clearance by rapamycin treatment via autophagy‐dependent degradation. (A) Confocal images showing BODIPY‐stained OA‐induced lipid droplets in BV2 cells treated with rapamycin (0, 25, 50,100 nM). Scale bar, 10 μm. (B) Quantification of BODIPY fluorescence intensity normalized to OA‐only controls. *n* = 3 independent experiments. OA versus OA + 25 nM Rapamycin: *p* = 0.0463; OA versus OA + 50 nM Rapamycin: *p* = 0.0009; OA versus OA + 100 nM Rapamycin: *p* = 0.0001; one‐way ANOVA. (C) Flow cytometry histograms and quantification of BODIPY fluorescence intensity in BV2 cells co‐treated with OA (100 μM) and rapamycin (0, 25, 50, 100 nM). *n* = 4 independent experiments. OA versus OA + 25 nM Rapamycin: *p* < 0.0001; OA versus OA + 50 nM Rapamycin: *p* < 0.0001; OA versus OA + 100 nM Rapamycin: *p* < 0.0001; one‐way ANOVA. (D) Confocal images showing BODIPY‐stained OA‐induced lipid droplets in BV2 cells treated with OA (100 μM) and rapamycin (100 nM) or chloroquine (CQ, 20 μM). Scale bar, 10 μm. (E) Quantification of BODIPY fluorescence intensity. *n* = 3 independent experiments. OA versus OA + CQ: *p* = 0.0138; OA versus OA + Rapamycin: *p* = 0.0225; OA + Rapamycin versus OA + Rapamycin+CQ: *p* = 0.0477; one‐way ANOVA. (F) Flow cytometry histograms and quantification of BODIPY fluorescence intensity. *n* = 4 independent experiments. OA versus OA + CQ: *p* = 0.0413; OA versus OA + Rapamycin: *p* = 0.0006; OA + Rapamycin versus OA + Rapamycin+CQ: *p* < 0.0001; one‐way ANOVA.(G, H) Immunoblotting and quantification of p62 and LC3 in BV2 cells treated with OA (100 μM) and rapamycin (100 nM) or CQ (20 μM). *n* = 6 independent experiments. P62: OA versus OA versus OA + CQ: *p* = 0.9223; OA versus OA + Rapamycin: *p* < 0.0001; OA + Rapamycin versus OA + Rapamycin+CQ: *p* = 0.0380; LC3B‐II/I: OA versus OA + CQ: *p* = 0.0012; OA versus OA + Rapamycin: *p* = 0.0335; OA + Rapamycin versus OA + Rapamycin+CQ: *p* = 0.2940; one‐way ANOVA. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.7 Rapamycin Promotes Microglial Recruitment and Autophagic Clearance of Aβ

Based on evidence that rapamycin clears lipid droplets via autophagic flux in vitro, we examined its effects on microglial function in AD models. PU.1 immunohistochemistry revealed significantly reduced cortical microglial cell density in rapamycin‐treated 5xFAD and female hAPP^NL‐G‐F^ mice, whereas hippocampal densities remained unaffected (Figure 7A–C; Figure S7A–C). Notably, X34/PU.1 co‐staining demonstrated enhanced microglial clustering around cortical/hippocampal plaques in treated mice (Figure 7D–F; Figure S7D–F), concomitant with markedly reduced p62 accumulation in peri‐plaque microglia (Figure 7G,H; Figure S7G,H).

**FIGURE 7:**
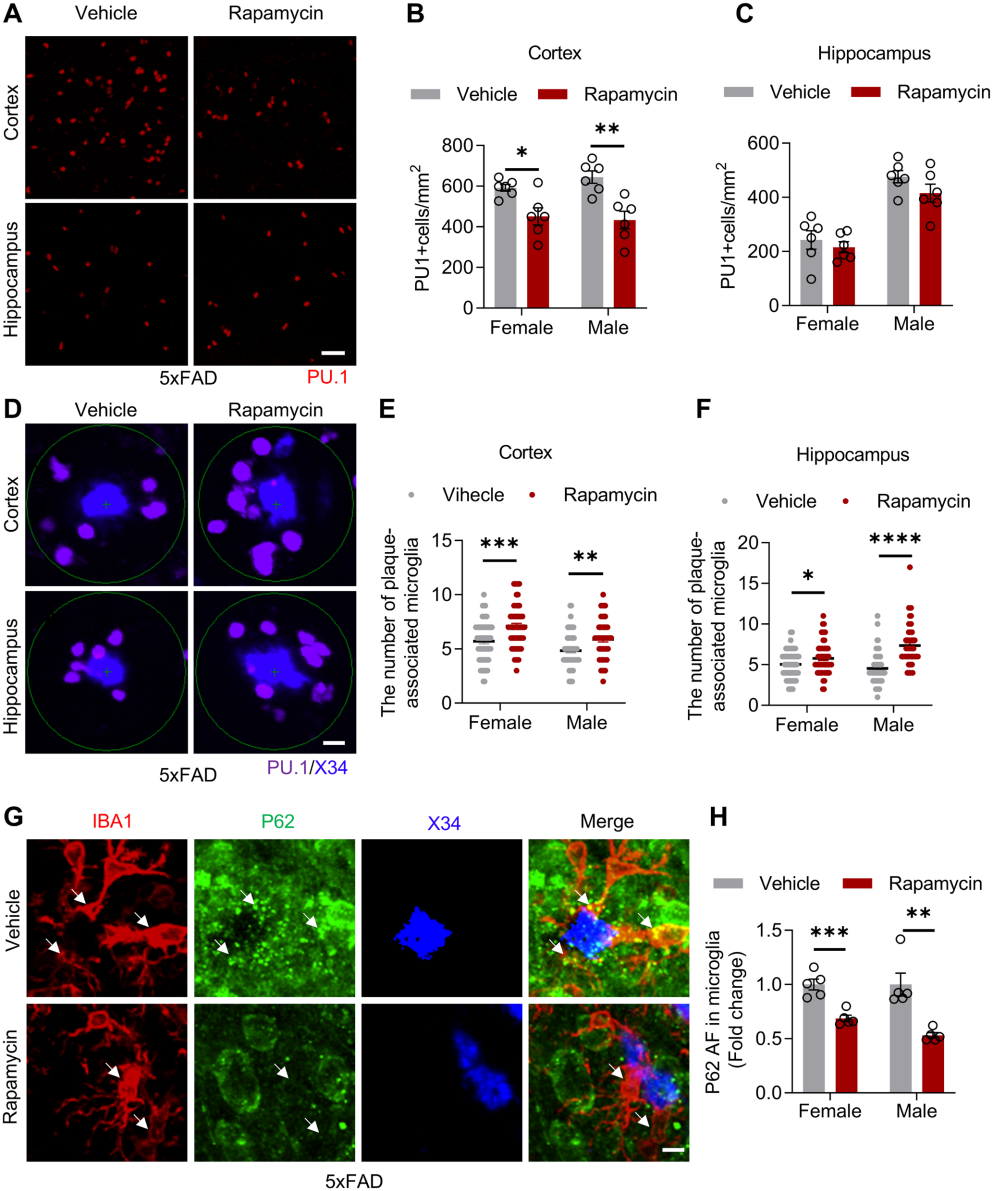
Rapamycin coordinates microglial plaque targeting and autophagy activation to enhance Aβ clearance in 5xFAD mice. (A) Confocal images showing PU.1 (red) staining in the cortex and hippocampus of vehicle‐ or rapamycin‐treated female and male 5xFAD mice. Scale bar, 50 μm. (B, C) Density of PU.1^+^ cells in the cortex (B) and hippocampus (C) of the mice. *n* = 6 mice per group. Cortex female: *T*_(10)_ = 3.081, *p* = 0.0116; cortex male: *T*_(10)_ = 4.030, *p* = 0.0024; hippocampus female: *T*_(10)_ = 0.6767, *p* = 0.5140; hippocampus male: *T*_(10)_ = 1.512, *p* = 0.1615, unpaired *t*‐test. (D) Confocal images showing plaque (X34, blue)‐associated microglia (PU.1, purple). Scale bar,10 μm. (E, F) Number of plaque‐associated microglia in the cortex (E) and hippocampus (F). *n* = 6 mice per group. Ten plaques per mouse were selected for the statistical analysis. Cortex female: *T*_(118)_ = 3.962, *p* = 0.0001; cortex male: *T*_(118)_ = 3.306, *p* = 0.0013; hippocampus female: *T*_(10)_ = 2.143, *p* = 0.0342; unpaired *t*‐test. Hippocampus male: *P* < 0.0001, Mann–Whitney test. (G) Confocal images and (H) quantification showing p62 (red) in plaque (X34, blue)‐associated microglia (Iba1, green) in the cortex. Scale bar,10 μm. Female: *T*_(8)_ = 5.324, *p* = 0.0007; unpaired *t*‐test. Male: *p* = 0.0079, Mann–Whitney test. *n* = 5 mice per group. Data are mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To dissect the phagocytic versus degradative mechanisms, primary microglia were treated with pHrodo Red Zymosan BioParticles or FAM‐labeled Aβ fibrils. Rapamycin pretreatment (24 h) did not alter pHrodo‐Aβ uptake at 30–120 min (Figure 8A,B) but significantly accelerated FAM‐Aβ degradation at 120 min (Figure 8C–E). These coordinated changes indicate that rapamycin recruits microglia to Aβ plaques and enhances Aβ degradation via autophagic pathways without directly stimulating phagocytic uptake, thereby improving Aβ clearance.

**FIGURE 8:**
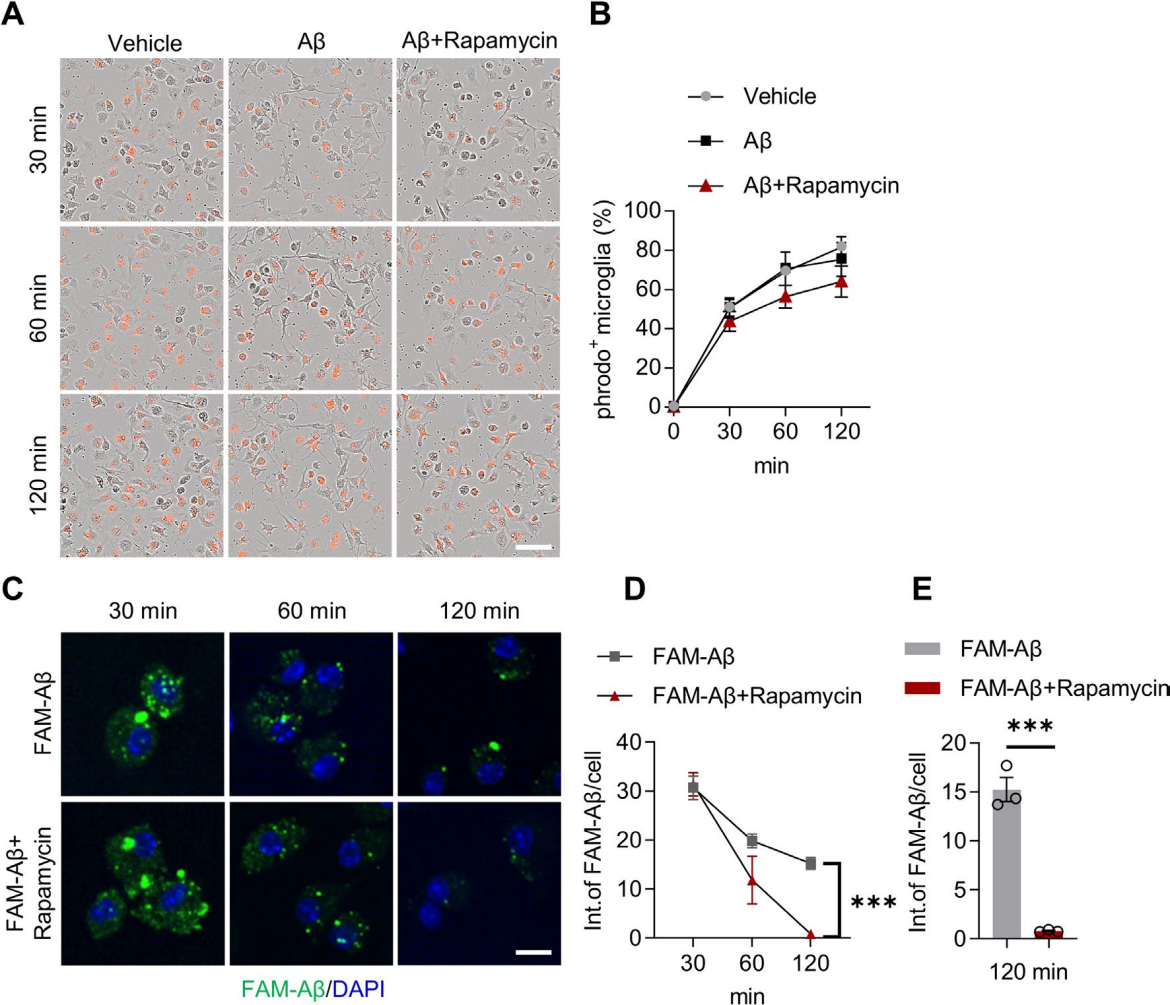
Rapamycin enhances Aβ degradation in primary microglia. (A) Images showing BV2 cells treated with pHrodo Red Zymosan BioParticles (orange), rapamycin, and Aβ_1‐42_ at 30, 60, and 120‐min. Scale bar, 50 μm. (B) Quantification of the percentage of pHrodo‐positive BV2 cells. *n* = 3 independent experiments. 30 min: Vehicle versus Aβ: *p* > 0.9999, Aβ versus Aβ + Rapamycin: *p* = 0.5787; 60 min: Vehicle versus Aβ: *p* = 0.9836, Aβ versus Aβ + Rapamycin: *p* = 0.2625; 120 min: Vehicle versus Aβ: *p* = 0.8190, Aβ versus Aβ + Rapamycin: *p* = 0.5454; one‐way ANOVA. (C) Confocal images of BV2 cells with or without rapamycin treatment at 30, 60, and 120 min after FAM‐Aβ removal (green). Scale bar, 10 μm. (D) Quantification of FAM‐Aβ fluorescence intensity in BV2 cells at different time points after removal. *n* = 3 independent experiments. 30 min: *T*_(4)_ = 0.2052, *p* = 0.8474, unpaired *t*‐test; 60 min: *p* = 0.1000, Mann–Whitney test; 120 min: *T*_(4)_ = 11.66, *p* = 0.0003; unpaired *t*‐test. (E) Comparison of FAM‐Aβ fluorescence intensity in BV2 cells at 120 min after removal. *n* = 3 independent experiments. *t*_(4)_ = 11.66, *p* = 0.0003; unpaired *t*‐test. Data are mean ± SEM. ***p < 0.001.

## 4 Discussion

AD is characterized by a critical imbalance between Aβ production and clearance, with clearance being the primary driver of sporadic AD pathology [2, 33]. Our findings demonstrate that early rapamycin administration (at 2 months) effectively reduced plaque burden and stabilized behavioral performance in two complementary AD models. These results align with the “window of opportunity” hypothesis, suggesting that mTOR inhibition is most effective when initiated during the seeding phase of amyloidosis [12]. Rapamycin appears to prevent the transition from soluble Aβ to insoluble aggregates, reinforcing the therapeutic potential of enhancing clearance pathways before irreversible neurodegeneration occurs [34, 35].

Rapamycin is a well‐known inducer of autophagy, a lysosomal process essential for Aβ homeostasis [36, 37, 38], and its role in AD has been debated previously. Some reports have suggested that excessive autophagic stress may paradoxically exacerbate plaque formation [39, 40]. However, our study provides clarity by identifying microglial functional rejuvenation as the primary mediator of rapamycin benefits. We observed that rapamycin not only increased general autophagic markers but also specifically enhanced microglial recruitment to plaques and promoted a degradative phenotype. The observed reduction in p62 levels within plaque‐associated microglia indicates an acceleration of autophagic flux, effectively bypassing the “stalled” autophagy often observed in AD models. This restoration of degradative proteostasis was further validated by our in vitro data, which showed that rapamycin directly boosted the microglial Aβ‐degrading capacity.

A key highlight of our mechanistic investigation was the intersection of lipid metabolism and microglial functions. Transcriptomic enrichment analysis indicated robust modulation of lipid pathways, which are essential for Aβ clearance [41]. Consistent with its role in enhancing fatty acid oxidation and suppressing lipid droplet accumulation in the periphery [42, 43, 44], rapamycin treatment in our study reduced lipid droplet accumulation in microglia, a pathological state known to impair phagocytic efficiency [45]. By inducing autophagy‐mediated lipid degradation, rapamycin “clears the brakes” on microglial motility and engulfment. This cohesive model, in which lipid homeostasis supports autophagic flux, explains how rapamycin restores the CNS immune environment in patients with MS.

Perhaps the most significant insight of this study is the sex‐specific efficacy of rapamycin in the 5xFAD mice. The pronounced histological and behavioral improvements in female mirror findings in APOE4‐targeted studies [46] may stem from an interaction between the aggressive baseline pathology of female 5xFAD mice [47] and the sexually dimorphic pharmacokinetics of rapamycin [28, 48, 49]. Interestingly, the subtle response in the hAPP^NL‐G‐F^ model suggests that the differential effects of rapamycin are amplified in high‐pathology contexts, such as AD. This underscores that while mTOR‐mediated lifespan extension may be universal [50], its therapeutic efficacy in neurodegeneration is deeply modulated by sex‐specific disease biology.

Our positive results contrast with a few reports, such as the increased Aβ levels observed in female Tg2576 mice after short‐term treatment [51]. These discrepancies are likely attributable to differences in mouse models (PDAPP vs. Tg2576 vs. 5xFAD), treatment duration, and specific timing of the intervention [13, 52, 53, 54, 55, 56]. Our study suggests that sustained early phase treatment is superior to late‐stage “rescue” attempts. However, several questions remain. Our study exclusively focused on Aβ pathology and used a single drug dose. Future investigations should explore the impact of rapamycin on tau pathology, synaptic pruning, and dose–response curves across various disease stages to fully define its clinical utility in AD.

## 5 Conclusions

In summary, early rapamycin treatment restores microglial function by integrating lipid homeostasis and autophagic clearance. This study provides the first integrated in vivo and in vitro evidence that rapamycin rejuvenates microglial degradation, particularly in a sex‐dependent manner. Our findings highlight the need to incorporate sex as a biological variable when developing mTOR‐targeted AD therapies.

## Author Contributions

**Shihui Guo:** resources, investigation, validation, methodology, visualization, writing – original draft, writing – review and editing. **Weishan Fu:** investigation, resources, methodology, validation. **Yating Wang:** methodology, validation, and visualization. **Qi Liu:** investigation. Jiaxin Li: methodology. **Kai Guo:** methodology, data curation, software. **Hongsheng Zhang:** conceptualization, resources, validation, supervision, funding acquisition, writing – review and editing.

## Funding

This work was supported by the STI2030‐Major Projects‐2021ZD0202400, National Natural Science Foundation of China grants 82271472 (H.S.Z), Lingang Laboratory (Grant No. LG‐GG‐202401‐ADAD060100, and LG‐GG‐202401‐ADA060200), Science and Technology Research Program of Chongqing Municipal Education Commission (KJQN202200479, KJQN202500456), Natural Science Foundation of Chongqing (CSTB2022NSCQ‐LZX0033), CQMU Program for Youth Innovation in Future Medicine (W0158), Chongqing Graduate Research Innovation Project (Grant No. CYS23377), and Natural Science Foundation of Fujian Province (Grant No. 2021J01016).

## Ethics Statement

All animal procedures employed in this study were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of Chongqing Medical University (IACUC‐CQMU‐2024‐0931). All the cell lines used in this study were obtained from commercial sources.

## Conflicts of Interest

All the authors have reviewed and approved the manuscript.

## Supporting information

**Figures S1–S7:** cns70807‐sup‐0001‐FiguresS1‐S7.pdf.

## Data Availability

The bulk RNA‐seq data generated in this study were deposited in the GEO database under the accession number GSE304662. All other supporting datasets are available from the corresponding author upon reasonable request.

# Supplementary material for: Rapamycin Reduces Amyloid‐β Plaques and Improves Behavioral Performance in a Sex‐Dependent Manner in Mouse Models of Amyloidosis
**Source:** CNS Neurosci Ther. 2026 Feb 26;32(3):e70807. doi: 10.1002/cns.70807
**Supplement:** Supplementary file 1 — Figures S1–S7: cns70807‐sup‐0001‐FiguresS1‐S7.pdf.

**Figure S1**

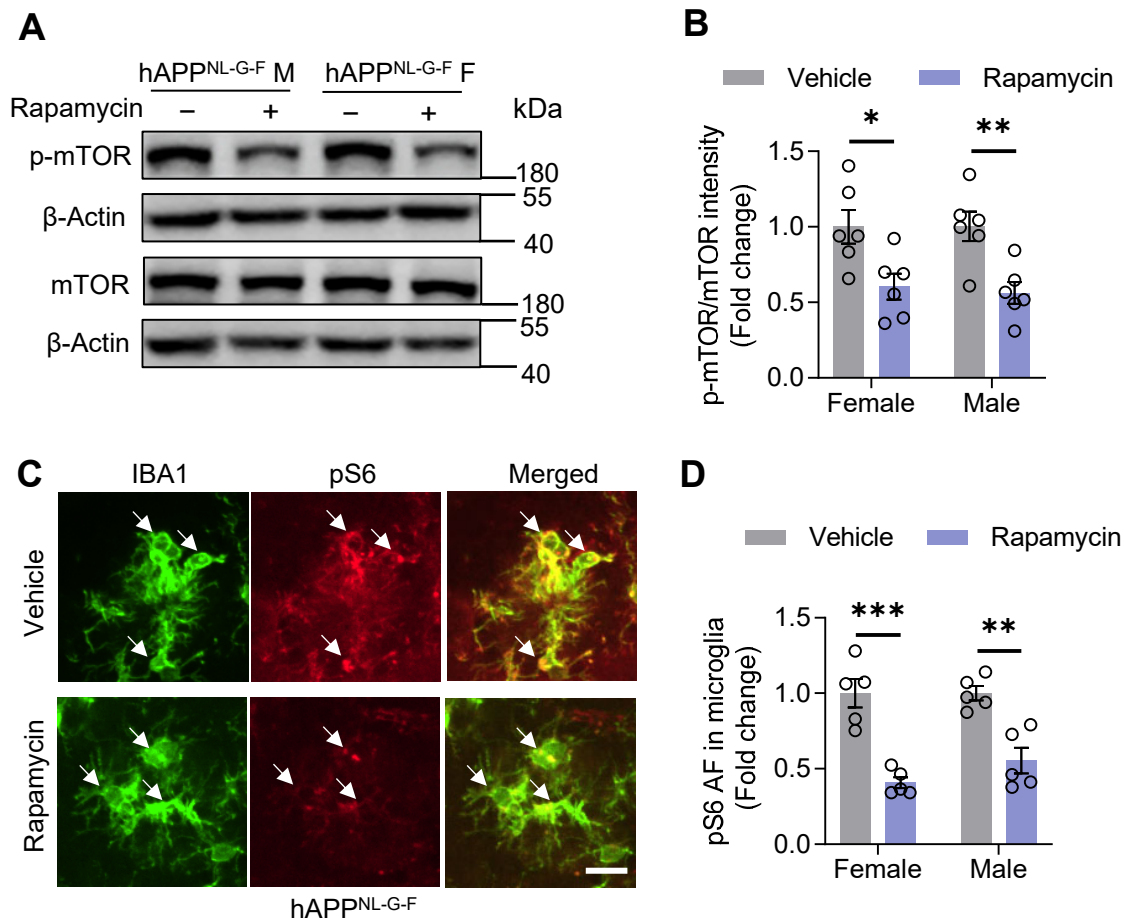

**Figure S1. Reduced mTOR activity and downstream signaling in rapamycin treated hAPP<sup>NL-G-F</sup> mice.**

**(A, B)** Immunoblot analysis and quantification of total mTOR and p-mTOR in the cortex of vehicle-or rapamycin-treated hAPP<sup>NL-G-F</sup> mice.  $n = 6$  mice per group. Female:  $t_{(10)} = 2.829$ ,  $P = 0.0179$ ; male:  $t_{(10)} = 3.627$ ,  $P = 0.0046$ , unpaired  $t$  test. **(C, D)** Confocal images and quantification of pS6 (red) in Iba1-positive microglia (green) located near A $\beta$  plaque vehicle-or rapamycin-treated hAPP<sup>NL-G-F</sup> mouse brains. Scale bar, 10  $\mu$ m.  $n = 5$  mice per group. Female:  $t_{(8)} = 5.860$ ,  $P = 0.0004$ ; male:  $t_{(8)} = 4.558$ ,  $P = 0.0019$ , unpaired  $t$  test. Data are mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Figure S2**

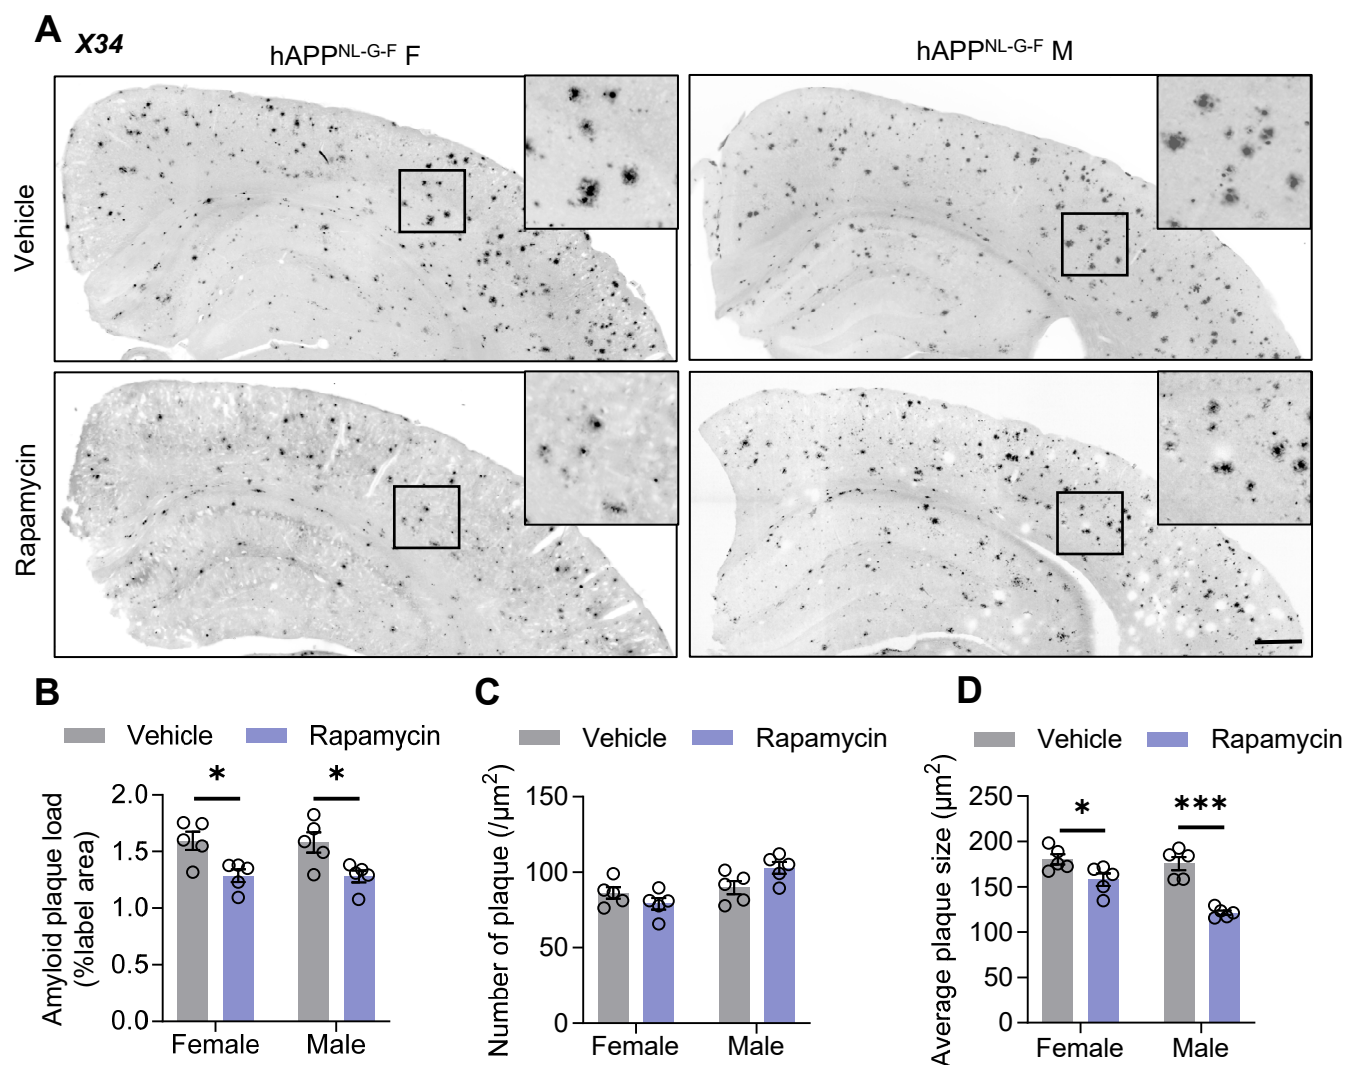

**Figure S2. Ameliorated A $\beta$  pathology in rapamycin treated hAPP<sup>NL-G-F</sup> mice.**

**(A)** Confocal images showing A $\beta$  plaques (X34 staining) in the brains of vehicle- or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. Scale bar, 200  $\mu\text{m}$ . **(B-D)** Quantification of A $\beta$  plaque load **(B)**, density **(C)**, and average size **(D)** in the brains of vehicle- or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice.  $n = 5$  mice per group. Amyloid plaque load, female:  $t_{(8)} = 3.161$ ,  $P = 0.0134$ , male:  $t_{(8)} = 2.863$ ,  $P = 0.0210$ ; number of plaque, female:  $t_{(8)} = 1.318$ ,  $P = 0.2239$ , male:  $t_{(8)} = 2.216$ ,  $P = 0.0575$ ; average plaque size, female:  $t_{(8)} = 2.492$ ,  $P = 0.0374$ , male:  $t_{(8)} = 7.038$ ,  $P = 0.0001$ ; unpaired  $t$  test. Data are mean  $\pm$  SEM. \* $P < 0.05$ , \*\*\* $P < 0.001$ .

**Figure S3**

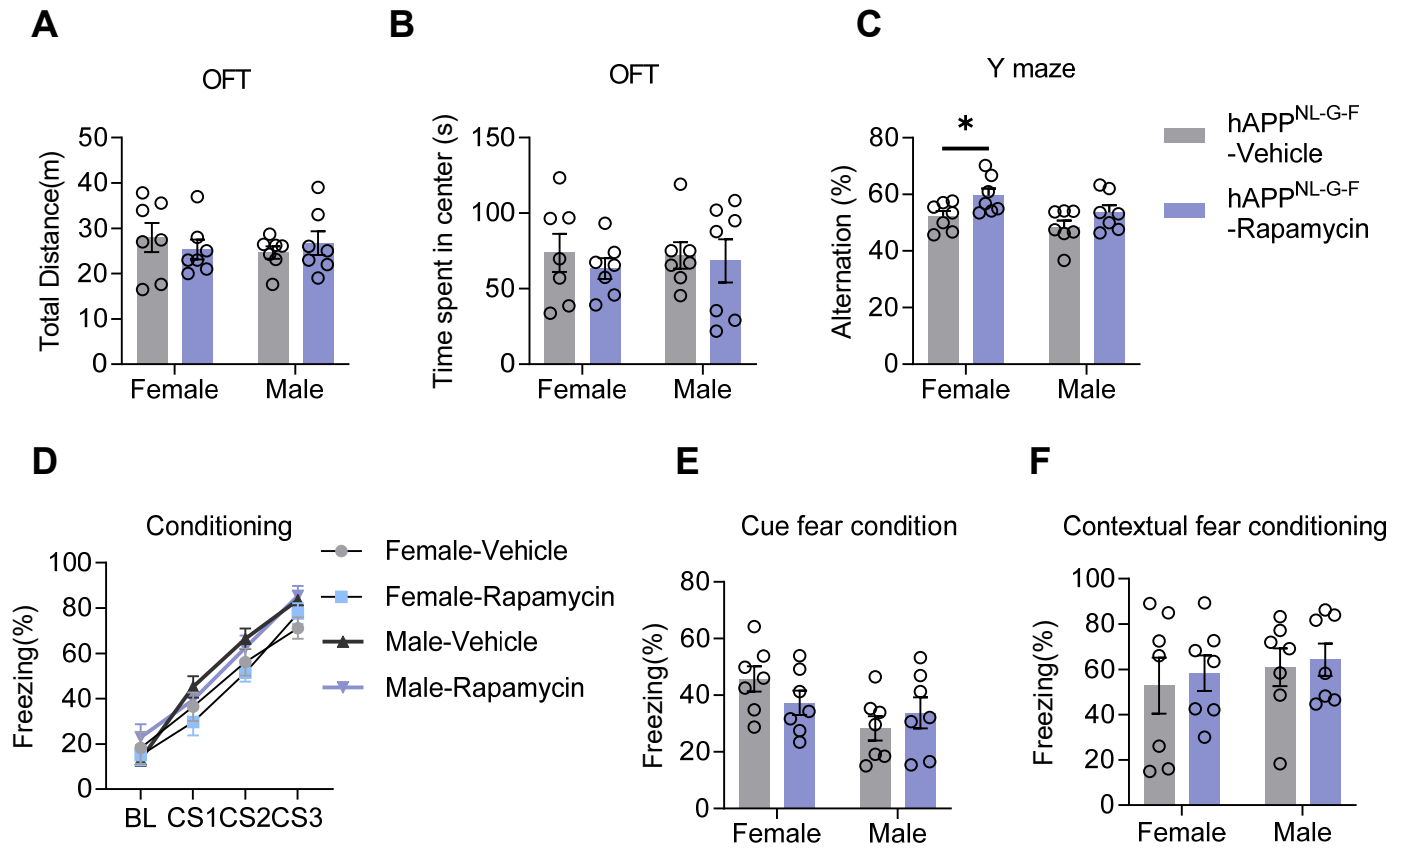

**Figure S3. Mitigated cognitive impairment in rapamycin treated hAPP<sup>NL-G-F</sup> mice.**

**(A, B)** Total distance traveled **(A)** and time spent in center zone **(B)** during open field test for vehicle-or rapamycin-treated hAPP<sup>NL-G-F</sup> mice. Total distance Female:  $t_{(12)} = 0.6963$ ,  $P = 0.4995$ ; Total distance Male:  $t_{(12)} = 0.7024$ ,  $P = 0.4958$ ; Time spent in center Female:  $t_{(12)} = 0.7307$ ,  $P = 0.4790$ ; Time spent in center Male:  $t_{(12)} = 0.2135$ ,  $P = 0.8345$ ; unpaired t test. **(C)** Percentage of spontaneous alternations during Y-maze test for vehicle-or rapamycin-treated hAPP<sup>NL-G-F</sup> mice. Female:  $t_{(12)} = 2.349$ ,  $P = 0.0368$ ; unpaired t test; Male:  $t_{(12)} = 1.5245$ ,  $P = 0.1535$ ; unpaired t test. **(D-F)** Percentage of freezing during fear conditioning training **(D)**, cued fear conditioning **(E)**, contextual fear conditioning **(F)** in vehicle-or rapamycin-treated hAPP<sup>NL-G-F</sup> mice. Cued fear conditioning Female:  $t_{(12)} = 1.359$ ,  $P = 0.1990$ ; Cued fear conditioning Male:  $t_{(12)} = 0.7862$ ,  $P = 0.4470$ ; contextual fear conditioning Female:  $t_{(12)} = 0.3793$ ,  $P = 0.7111$ ; contextual fear conditioning Male:  $t_{(12)} = 0.2959$ ,  $P = 0.7724$ ;  $n = 7$  mice per group. Data are mean  $\pm$  SEM. \* $P < 0.05$ .

**Figure S4**

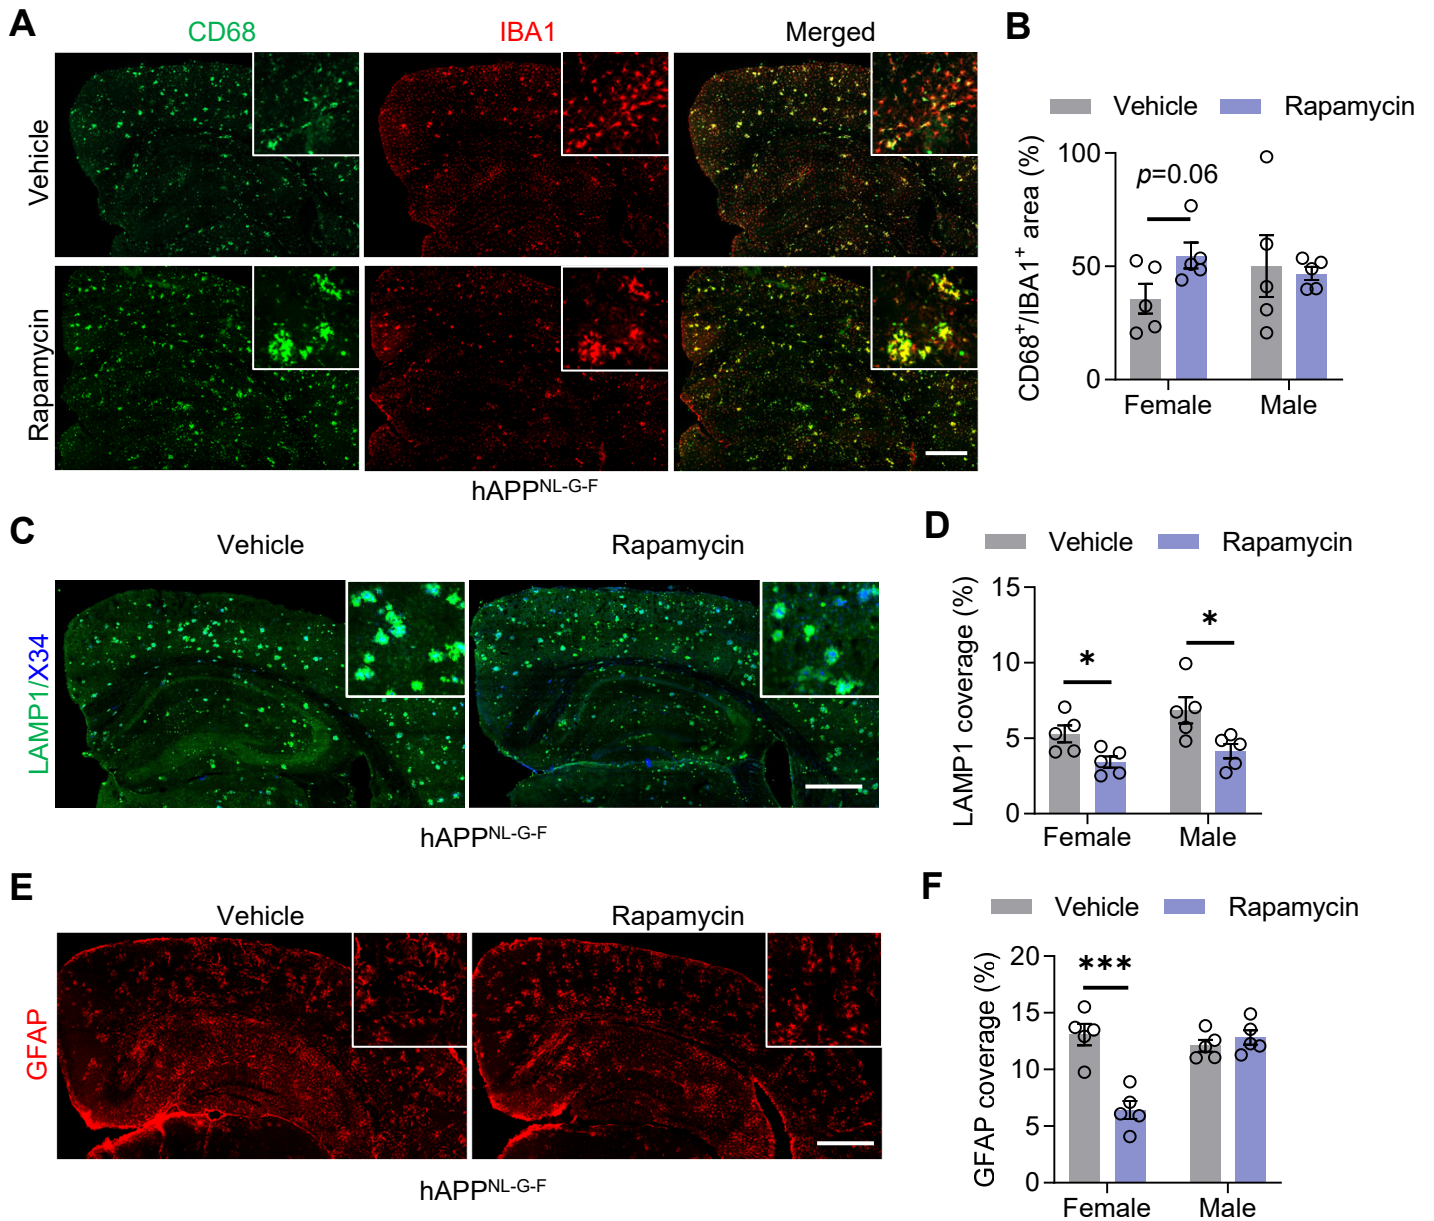

**Figure S4. Reduced amyloid plaque-associated toxicity in rapamycin treated hAPPNL-G-F mice.**

(A) Confocal images showing CD68 (green) and Iba1 (red) staining in the brains of vehicle- or rapamycin-treated female and male hAPPNL-G-F mice. Scale bar, 500  $\mu$ m. (B) Quantification of CD68+/Iba1+ area ratio in vehicle- or rapamycin-treated female and male hAPPNL-G-F mice.  $n = 5$  mice per group. Female:  $t_{(8)} = 2.177$ ,  $P = 0.0611$ ; male:  $t_{(8)} = 0.2351$ ,  $P = 0.8200$ , unpaired t test. (C) Confocal images showing LAMP1 (green) staining. Scale bar, 500  $\mu$ m. (D) Quantification of the LAMP1+ area in vehicle- or rapamycin-treated female and male hAPPNL-G-F mice.  $n = 5$  mice per group. Female:  $t_{(8)} = 2.776$ ,  $P = 0.0241$ ; male:  $t_{(8)} = 2.735$ ,  $P = 0.0256$ , unpaired t test. (E) Confocal images showing GFAP (red) staining. Scale bar, 500  $\mu$ m. (F) Quantification of the GFAP+ area in vehicle- or rapamycin-treated female and male hAPPNL-G-F mice.  $n = 5$  mice per group. Female:  $t_{(8)} = 5.437$ ,  $P = 0.0006$ ; male:  $t_{(8)} = 0.8683$ ,  $P = 0.4105$ , unpaired t test. Data are mean  $\pm$  SEM. \*  $P < 0.05$ , \*\*\*  $P < 0.001$ .

**Figure S5**

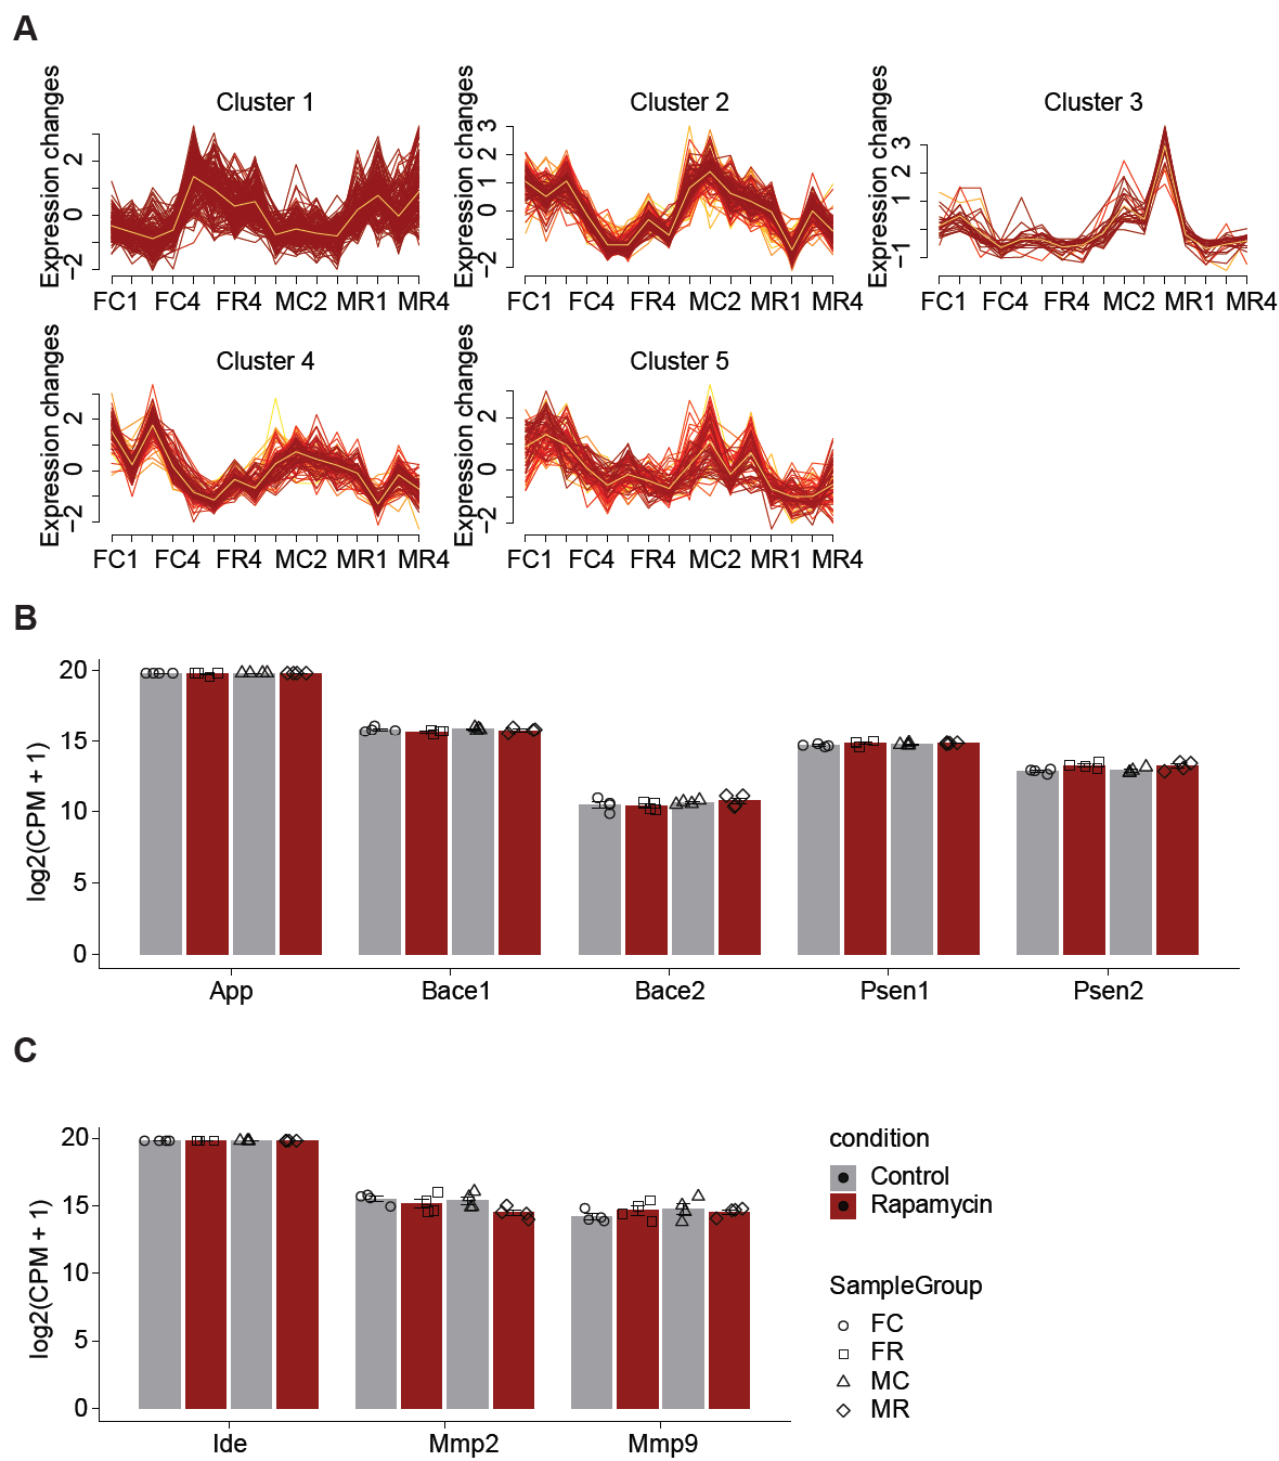

**Figure S5. Clustering of DEGs using Mfuzz(v2.66.0).**

**(A)** DEGs were grouped into five distinct co-expression modules (Cluster 1-5) based on their expression patterns across different groups.  $n = 4$  mice per group. Filtering criteria:  $|\log_2 FC| > 0.5$  and  $p_{adj} < 0.05$ . **(B)** mRNA levels of several key genes involved in  $A\beta$  metabolism in the brains of vehicle-or rapamycin-treated female and 5xFAD mice measured by RNA-seq. **(C)** mRNA levels of several  $A\beta$ -degrading proteases in the brains of vehicle-or rapamycin-treated female and 5xFAD mice measured by RNA-seq. 

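On log2(CPM + 1) with CPM over the whole library, the mean over the 16 libraries was 10.90 ± 0.143 for App (SD, n = 16), 6.90 ± 0.244 for Bace1, 2.05 ± 0.284 for Bace2 and 4.24 ± 0.188 for Psen2. It was 1.95 ± 0.287 for Mmp2, 1.53 ± 0.312 for Mmp9 and 6.23 ± 0.569 for Ide (SD, n = 16). When CPM was taken over the 5 genes of panel B or the 3 genes of panel C alone, the means were 19.79 for App, 15.78 for Bace1, 10.53 for Bace2 and 13.04 for Psen2, and 15.13 for Mmp2, 14.51 for Mmp9 and 19.83 for Ide. On that scale App held between 89.1% and 91.7% of its panel and Ide between 89.2% and 97.3%, so their SDs shrank to 0.012 and 0.040 (n = 16), and a change in either gene moves the other genes of its panel.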

FC, female vehicle-treated 5xFAD; FR, female rapamycin-treated 5xFAD; MC, male vehicle-treated 5xFAD; MR, male rapamycin-treated 5xFAD.

**Figure S6**

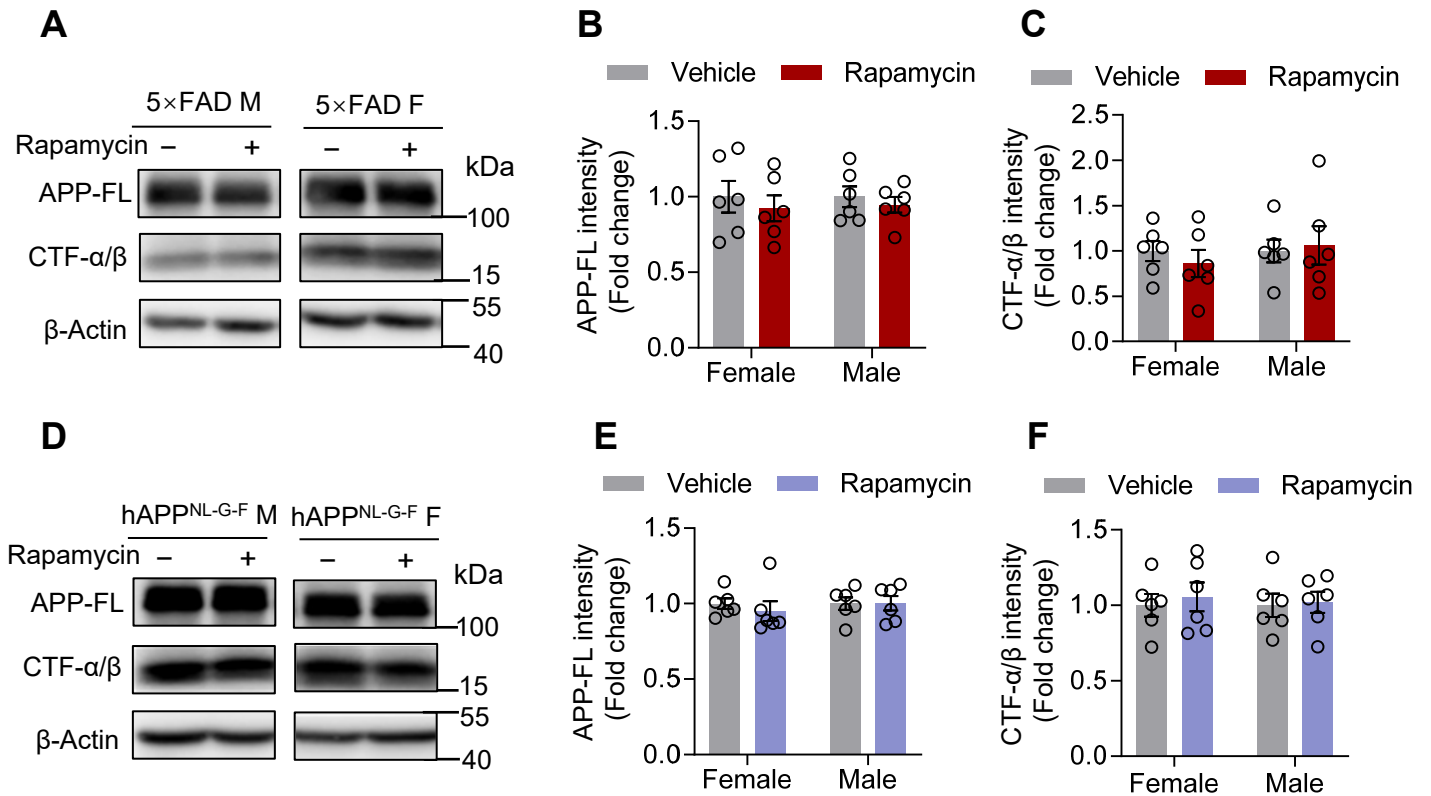

**Figure S6. Rapamycin does not effect Aβ production.**

**(A-C)** Immunoblot analysis and quantification of APP and CTF-α/β levels in the cortex of vehicle-or rapamycin-treated 5x FAD mice. *n* = 6 mice per group. APP-FL female:  $t_{(10)}=0.5688$ ,  $P=0.5821$ ; male:  $t_{(10)}=0.6162$ ,  $P=0.5515$ , unpaired *t* test. CTF-α/β female:  $t_{(10)}=0.7442$ ,  $P=0.4739$ ; male:  $t_{(10)}=0.2478$ ,  $P=0.8093$ , unpaired *t* test. **(D-F)** Immunoblot analysis and quantification of APP and CTF-α/β levels in the cortex of vehicle-or rapamycin-treated hAPPNL-G-F mice. *n* = 6 mice per group. APP-FL female:  $t_{(10)}=0.6810$ ,  $P=0.5113$ ; male:  $t_{(10)}=0.03536$ ,  $P=0.9725$ , unpaired *t* test. CTF-α/β female:  $t_{(10)}=0.4616$ ,  $P=0.6543$ ; male:  $t_{(10)}=0.1942$ ,  $P=0.8499$ , unpaired *t* test. Data are mean ± SEM.

**Figure S7**

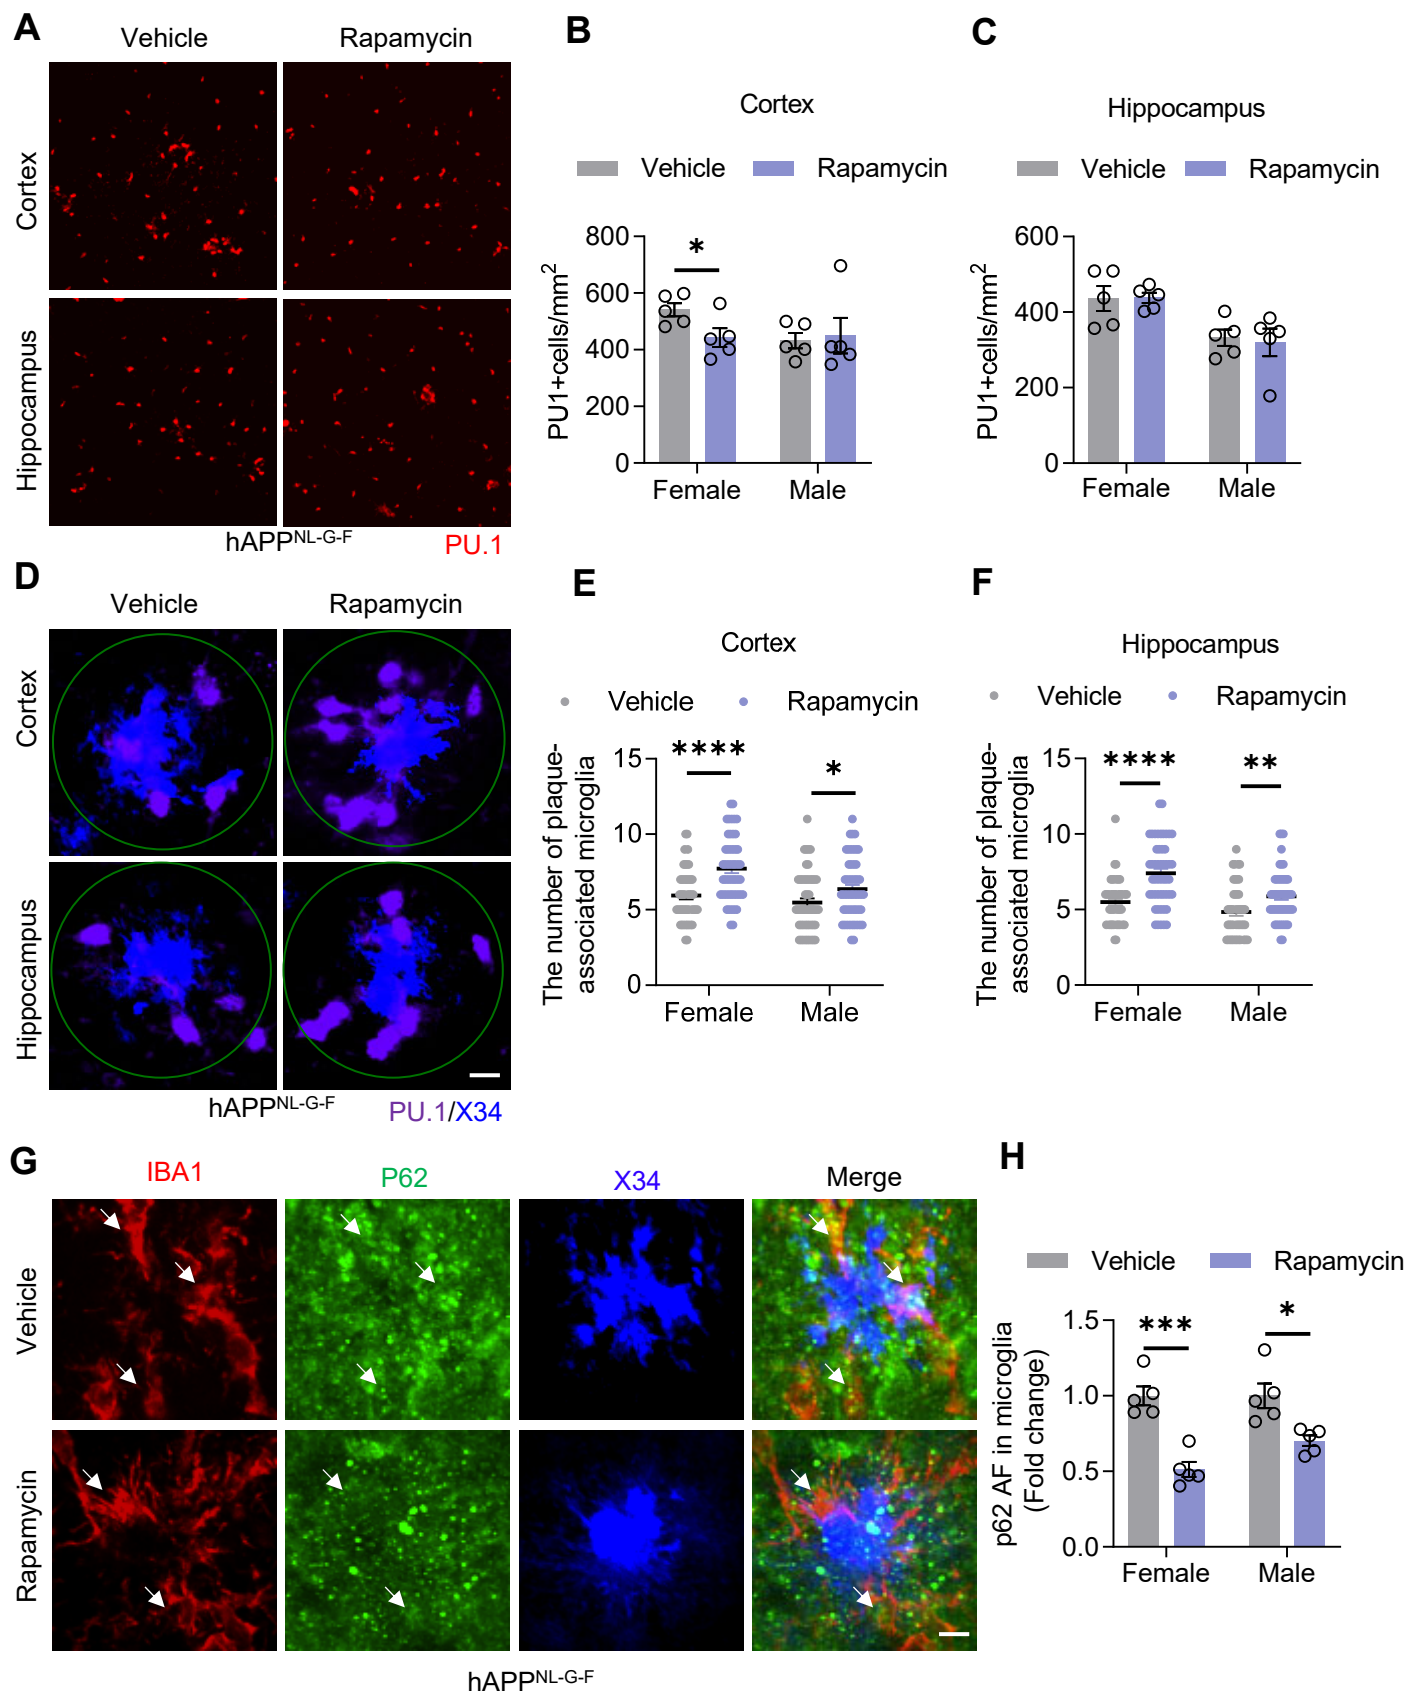

**Figure S7. Rapamycin coordinates microglial plaque targeting and autophagy activation to enhance A $\beta$  clearance in hAPP<sup>NL-G-F</sup> mice.**

(A) Confocal images showing PU.1 (red) staining in the cortex and hippocampus of vehicle-or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. Scale bar, 50  $\mu$ m. **(B, C)** Quantification of PU.1+ cell density in the cortex **(B)** and hippocampus **(C)** of vehicle-or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. n = 5 mice per group. Cortex female:  $t_{(8)} = 2.428$ ,  $P = 0.0413$ , unpaired t test; cortex male:  $P = 0.833$ , Mann Whitney test; hippocampus female:  $t_{(8)} = 0.05009$ ,  $P = 0.9613$ , unpaired t test; hippocampus male:  $P = 0.8810$ , Mann Whitney test. **(D)** Confocal images showing plaque (X34, blue)-associated microglia (PU.1, purple) in the cortex and hippocampus of vehicle-or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. Scale bar, 10  $\mu$ m. **(E, F)** Quantification of plaque-associated microglia in the cortex **(E)** and hippocampus **(F)** of vehicle-or rapamycin-treated female and male 5xFAD mice. n = 5 mice per group. 10 plaques per mouse were selected for statistical analysis. Cortex female:  $t_{(98)} = 4.600$ ,  $P < 0.0001$ ; cortex male:  $t_{(98)} = 2.178$ ,  $P = 0.0318$ ; hippocampus female:  $P < 0.0001$ , Mann Whitney test; hippocampus male:  $t_{(98)} = 3.044$ ,  $P = 0.0030$ , unpaired t test. **(G)** Confocal images showing p62 (red) in plaque (X34, blue)-associated microglia (Iba1, green) in the cortex of vehicle-or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. Scale bar, 10  $\mu$ m. **(H)** Quantification of p62 (red) area in plaque-associated microglia in the cortex of vehicle-or rapamycin-treated female and male hAPP<sup>NL-G-F</sup> mice. Scale bar, 10  $\mu$ m. n = 5 mice per group. Female:  $t_{(8)} = 6.126$ ,  $P = 0.0003$ ; male:  $t_{(8)} = 3.305$ ,  $P = 0.0108$ , unpaired t test. Data are mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

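The authors deposited read pair counts per gene for 16 libraries, with no normalization or filtering, and the same counts again in 1 table per group, which held 0 differing cells. These deposited counts had been made by the authors with FastQC 0.11.9, Trimmomatic 0.39 (first 10 bases removed), HISAT2 2.2.1 against GRCm38 (mm10) with default settings and featureCounts 2.0.3 with Ensembl genes, and the paper tested them with DESeq2 1.38.3 and grouped the DEGs with Mfuzz 2.66.0. Reads were not used here, so alignment, counting and strand settings are the authors' own. The table lists 47593 genes, of which 17345 had no count in any library, and 0 gene names were duplicates.

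Counts were normalized with TMM factors and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 16553 genes at a lowest CPM of 0.566. The quasi-likelihood test had the terms sex, batch and treatment for both sexes together, and the 4 groups and batch for each sex and for the interaction of sex and treatment. Adjusted p values are those of Benjamini and Hochberg over all genes tested, and a DEG has an adjusted p under 0.05 and a fold change of at least 1.5. CPM values use the TMM factors, and log2 CPM values have a prior count of 2. The standard error given with an edgeR log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It follows from the test and is not a separate estimate. Batch and sex are those of the sample labels.

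DESeq2 1.42.0 was used as an alternative test, limma 3.58.1 for marker lists (camera with a preset correlation of 0.01, and fry), the mouse Reactome sets of 10 to 500 genes in fgsea 1.28.0 for enrichment, and fuzzy c-means in e1071 1.7.16 (5 centres, fuzzifier 1.19) for modules. Enrichment used a one-sided hypergeometric test with Benjamini-Hochberg adjustment over all sets. Genes were matched to sets by NCBI gene number, which 15635 tested genes have, and the background was those that lie in a set. Libraries were grouped by hierarchical clustering of z-scored log2 CPM, and groupings were compared by the adjusted Rand index with 100000 permutations. Figures were drawn with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.

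The genes named in the text are all those the paper names, the sex-linked genes of the sex check, and the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 1 CPM and the same direction in both sexes; genes outside this rule are said to be chosen after their values were seen. The values of 1 gene named by the paper are not reported here, though it is included in the counts over its list. There were 21 marker lists with 244 genes, of which 243 were found: choroid plexus, striatum, thalamus, hippocampus, leptomeningeal cells, blood, endothelium, GABAergic and glutamatergic neurons, oligodendrocytes, astrocytes, reactive astrocytes, homeostatic and disease-associated microglia, mitochondrially encoded proteins, lysosome and autophagy, sterol synthesis, ATF4 targets, circadian clock, glucocorticoid response and immediate early genes. The samples and groups, the tests and terms, the thresholds, the rule for named genes, the marker lists and the alternatives were chosen before the data were examined, except for the alternatives said to be chosen after seeing the data. Those are offsets that remove trends of expression with exon length and GC content within each library (GC content was known for 15988 genes, 96.6%), the exon length slope or the mitochondrial share of a library as a covariate, and further combinations of terms and filters in DESeq2. The exon length slope of a library is that of a gene's deviation in log2 CPM, from its mean over the libraries, on log2 exon length.

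The tests were tried on simulated counts with 200 changed genes, each with a log2 fold change of 1 up or down. For the tests in females and of the interaction the genes changed in females only. Smaller changes and a difference between batches were not simulated. The edgeR test for both sexes recovered 193 of them with 4 false calls, that for females 176 with 8 false calls, and that for the interaction 124 with 6 false calls, and DESeq2 recovered 194 with 13 false calls. With exon length slopes like those of the libraries added, 197 were recovered with 15 false calls, and with slopes added and no gene changed 0 genes were called. With the slope as a covariate 160 were recovered with 15 false calls, and camera called 2 of 2 changed lists and 0 of 10 unchanged lists. Genes were simulated independently of each other, so the trial of camera does not cover lists of correlated genes. In 100 splits of the real libraries, the real split included, camera called a median of 6 lists.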

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

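The tests on male vehicle 4, on the library labelled male rapamycin 4 and on the choroid plexus genes were chosen only after the result was seen; that on outlying genes that followed the batch was not. Within the groups of 4 libraries, 26 of 207 comparisons had a library whose gap to its nearest neighbour exceeded Dixon's 95% critical share of the range of the group, where chance gives about 10.35, and 11 of the 26 were in male vehicle 4.

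Male vehicle 4 stood apart from the other male vehicle libraries in Mfrp (28.1 CPM, others 0.238 to 2.19), Tmem72 (30.9 CPM, others 0 to 0.851), Slc4a5 (23.6 CPM, others 0.238 to 1.90), Sostdc1 (16.2 CPM, others 1.07 to 2.77) and Cldn2 (11.0 CPM, others 0.357 to 1.45). The paper does not report on Ttr, which is the most abundant transcript of the choroid plexus list and was chosen here after its values were seen: it had 1740 CPM in this library and 5.47 to 293 CPM in the other 15. All 15 genes of the choroid plexus list were highest in male vehicle 4, and 7 of them were DEGs with all libraries and 0 without male vehicle 4 (median log2 fold change -1.73 with it and -0.643 without it, with 14 of 15 genes still falling). Exon length or GC bias as the cause of the fall is argued against by a median of -1.79 after these trends were removed. Of the 15 genes 2 were then DEGs, so this does not cover the number of DEGs. A candidate explanation for the levels of this library and the number of DEGs is choroid plexus tissue in the dissection of male vehicle 4. It leaves open the fall among the other libraries: in batch 1 alone, which does not hold male vehicle 4, 15 of 15 list genes fell (median -1.08), 1 was a DEG and camera gave the list an adjusted p of 0.00662, against 0.190 in the fit without male vehicle 4 alone. For that fall an effect of rapamycin on choroid plexus genes and uneven dissection stay open. Tmem72 was also outlying in female vehicle 2, at 3.05 CPM where the other female vehicle libraries had 0.240 to 0.391 CPM.

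The library labelled male rapamycin 4 had 512 CPM of Xist, and 0 CPM of Eif2s3y where the other male rapamycin libraries had 33.5 to 35.8 CPM. The sex of its label is at odds with these genes, and the 0 read pairs on the 4 Y-linked genes allow at most 0.135% of male RNA, which argues against a mixed sample of a male and a female. A mislabelled sample is a candidate explanation; whether its treatment label is affected cannot be read from these genes. Without this library there were 330 DEGs in both sexes, against 374 with it. The same library was outlying in Slc4a5 (1.49 CPM, others 0.474 to 0.515) and H2-Q7 (2.83 CPM, others 0.724 to 1.01), and reads of H2-Q7 may be shared with similar genes of its cluster. Among the female libraries, female vehicle 1 had 0.342 CPM of Ddx3y and female rapamycin 1 had 0.306 CPM of Eif2s3y, a few read pairs each; the source of these read pairs was not tested.

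Male vehicle 4 was also outlying in Tlr2 (2.74 CPM, others 4.95 to 5.23), Mtor (173 CPM, others 131 to 136), Rps6 (161 CPM, others 259 to 274), Map1lc3b (213 CPM, others 251 to 252), Gm5415 (0 CPM, others 0.519 to 0.595) and the exon length slope (0.100, others 0.0170 to 0.0268). Female vehicle 4 was outlying in Pla2g3 (7.03 CPM, others 1.47 to 2.26) and Kcnj6 (33.5 CPM, others 19.5 to 20.8). Both libraries are the only batch 2 library of their group, as is the library labelled male rapamycin 4. Of the 14 outlying values of named genes in such libraries, 4 were followed by all other batch 2 libraries, on the same side and by a mean of at least 0.5 times as much (Kcnj6, Mtor, Rps6 and Gm5415), for which a difference between batches is a candidate explanation. For 2 more (Pla2g3 and H2-Q7) all other batch 2 libraries lay on the same side by less, a mean of 0.66 against 1.83 and of 0.719 against 1.56 on the log2 scale, so that a part due to the batch stays open. For the other 8 they did not all lie on the same side, which argues against the batch as the whole cause. Of these 8, 5 are the values of Mfrp, Tmem72, Cldn2, Slc4a5 and Sostdc1 in male vehicle 4, for which choroid plexus tissue is a candidate explanation, and for the other 3 only the batch was tested.

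The remaining outlying values were Fcgr2b in female rapamycin 5 (5.04 CPM, others 7.24 to 7.67), Kcnj6 in male rapamycin 2 (7.88 CPM, others 11.9 to 12.6), Mt1 in male rapamycin 2 (340 CPM, others 169 to 192), Gm5415 in male rapamycin 2 (4.51 CPM, others 0.241 to 0.360), H2-Q2 in male vehicle 3 (1.67 CPM, others 0.178 to 0.336) and Lamp1 in male rapamycin 3 (316 CPM, others 347 to 351). Male rapamycin 2 has a low exon length slope (-0.122). Mt1 kept its call without it (log2 fold change 0.82) and Kcnj6 did as well. No explanation was tested for these values, and this many could arise by chance given the 10.35 that chance gives; without male rapamycin 2 the log2 fold change of Gm5415 was 1.01.

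The log2 fold change of Etnppl was larger in females than in males by 0.854 (standard error 0.20). The interaction test gave an unadjusted p of 6.23e-04 from edgeR, an adjusted p of 0.00498 over the 8 genes of the heatmap and 0.999 over all genes tested. The study chose these 8 genes on the same samples, so the adjustment over them alone is not independent evidence. At the level of all genes the interaction called 0 DEGs (360 at an unadjusted p under 0.05), and 90 of 100 exchanges of labels drawn gave at least 360 such genes. With trends of exon length and GC removed the log2 fold change of Etnppl was 2.00 in females and 0.85 in males. The library labelled male rapamycin 4 counts as a male here, and sex remains an open explanation of the difference.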

How the results depend on the processing

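All tests in this part that remove trends, add a covariate or combine terms and filters in DESeq2 were chosen only after the result was seen. Where a value below differs from that with the settings of the passages, the cause was not tested unless it is named. Aβ genes are counted below by an adjusted p under 0.05, whatever their fold change. Over the alternatives for single genes, 460 of 592 values kept the direction and the side of the threshold, 85 kept the direction and lost the call, 37 gained a call and 10 reversed; for single marker lists 87 of 105 kept both, 10 lost a call, 2 gained one and 6 reversed. Of the 118 values for single genes under alternatives chosen after seeing the data, 74 kept both, 36 lost a call and 8 reversed. The phagocytosis and lipid sets gave 0 called sets (0 of them with an unadjusted p under 0.05) under every alternative run.

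At an absolute log2 fold change over 0.5 there were 563 DEGs, and with no fold threshold 2205 DEGs and 41 Reactome sets. Without the filter on low counts there were 586 DEGs in both sexes, 806 in females, 347 in males and 87 for the interaction, 4 of the 8 heatmap genes in females and 1 in males, 2 of the 8 Aβ genes in both sexes and 1 in males. DESeq2 with the same terms called 573 DEGs in females and 16 in males, 2 of the Aβ genes, and 4 of the heatmap genes in females and 1 in males. With RLE normalization 1 Aβ gene was called, and with at least 10 counts in every library 1. For the fits within 1 sex, DESeq2 with treatment alone gave 43 DEGs in females and 21 in males, with 1 heatmap gene in males.

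With no batch term there were 36 DEGs in both sexes, 1 in females and 1 among the heatmap genes, and the log2 fold changes of Spi1 and of the lysosome and autophagy list reversed to -0.013 and -0.012. With treatment as the only term there were 43 DEGs and 1 heatmap gene, and Spi1 had a log2 fold change of -0.030. DESeq2 with treatment alone and no filter gave 212 DEGs, 1 Aβ gene and -0.033 for Spi1; with these DEGs 0 Reactome sets were called (24 at an unadjusted p under 0.05) and the highest correlation between module centres was 0.855. Among DEGs that rose 0 sets were called (8 at an unadjusted p under 0.05), and among those that fell 5. With the batch means removed, the agreement of 2 clusters with treatment was 0.21 (permutation p = 0.0781).

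The replicate numbers were tried as a block in place of batch, although they do not pair the samples: over 21 pairs of libraries with the same number the correlation of their residuals was above 0.1 in 7, with a median of 0.0293. With this replicate block there were 291 DEGs in both sexes, 266 of them shared, and 1 in males, 1 Aβ gene, and 2 heatmap genes in both sexes and 1 in males, and the lysosome and autophagy list reversed to -0.0093.

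Batch 1 alone holds 11 libraries and gave 977 DEGs in females, 1 Aβ gene in both sexes and 1 in females, and 3 heatmap genes in females. Values that reversed there were Spi1 at -0.074 and, among the lists ATF4 targets at -0.046, glutamatergic neurons at 0.015, lysosome and autophagy at -0.023 and striatum at 0.086. Batch 2 alone holds 5 libraries and gave 3 DEGs, and Aif1 (0.18), Bace2 (0.27), Cd68 (0.0062), Fcgr2b (0.025), Ide (-0.47) and Pla2g3 (-0.11) reversed. Batch 2 gave no value within a sex, since 3 of its groups hold 1 library. Of the 21 marker lists, fry called 1 and camera with an estimated correlation 0, with 5 called by camera at the preset correlation.

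With each library left out in turn, the 16 fits gave from 156 to 571 DEGs in both sexes (without female rapamycin 1 and female rapamycin 4), from 1 to 941 in females (941 without female rapamycin 4) and from 0 to 1 in males (1 without male rapamycin 3). They gave from 2 to 6 heatmap genes in both sexes (6 without the library labelled male rapamycin 4) and from 1 to 2 in females (2 without female vehicle 4, female rapamycin 4 or male rapamycin 2), from 0 to 2 Aβ genes (2 without male rapamycin 1 or 3), and from 3 to 6 marker lists (3 without female rapamycin 4 or male vehicle 4). The difference in size between the sexes ranged from -0.049 to 0.34 (without female rapamycin 2 and female rapamycin 4). Log2 fold changes that reversed ranged from -0.21 to 0.0043 for Aif1, from -0.10 to 0.12 for Spi1, and from -7.2e-04 to 0.45 for Pla1a in males. For the lists they ranged from -0.070 to 0.094 for striatum, -0.20 to 0.070 for thalamus, -0.086 to 0.0023 for glutamatergic neurons, -0.0072 to 0.12 for the circadian clock, -0.014 to 0.022 for lysosome and autophagy and -0.0085 to 0.042 for ATF4 targets.

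Among the alternatives chosen after seeing the data, removing the trends with exon length and GC gave 109 DEGs in both sexes and 20 in females, 0 Reactome sets (16 at an unadjusted p under 0.05), 1 heatmap gene and -0.035 for Spi1. The exon length slope as a covariate gave 0 DEGs in both sexes (965 at an unadjusted p under 0.05), 1 in females and 0 heatmap genes, and reversed Bace1 (0.056), Lamp1 (-0.027), Mmp9 (-0.074), Mtor (0.0030), Spi1 (-0.33), Sqstm1 (-0.12) and Pla1a in males (-0.023). The mitochondrial share as a covariate gave 0 DEGs. DESeq2 with sex and treatment and no filter gave 207 DEGs. At an absolute log2 fold change over 0.5, DESeq2 with batch and treatment gave 675 DEGs with no filter, 654 with its default filter and 681 with at least 10 counts in total; with batch, sex and treatment 683, 692 and 705; and with batch and the 4 groups 697, 701 and 706. With batch and the 4 groups and no filter it gave 571 DEGs in females (828 at the 0.5 threshold) and 134 in males (140).

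Thinning all libraries to the smallest total left 363 DEGs, which tests unequal depth; whether more read pairs than the median of 17656718 per library would give more DEGs was not tested. In simulated counts at this depth the interaction test recovered 124 of 200 genes that changed by 1 on the log2 scale in females only. Differences between the sexes of that size could thus be missed in part, and smaller ones were not simulated.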

Differences from the paper's values

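No test in this part was chosen only after the result was seen, except where said. In this part a single gene is called at an adjusted p under 0.05, whatever its fold change. For Cyp4f15 the paper shows a log2 fold change of about 0.74 in Fig. 5A, read by eye, and the value here was 0.62 (standard error 0.099). Of the alternatives set before the data were examined, those without the filter on low counts (0.624), on batch 1 alone (0.677), or without female vehicle 1 (0.636), female vehicle 4 (0.668), female rapamycin 2 (0.647), male vehicle 1 (0.633), male vehicle 3 (0.649), male rapamycin 3 (0.667) or the library labelled male rapamycin 4 (0.655) lay within the error of the paper's value, and the others, from 0.460 to 0.633, did not.

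The paper reports 499 DEGs, 343 falling and 156 rising, and the count here was 374, 260 falling and 114 rising; DESeq2 with the same terms and thresholds called 452, 320 falling and 132 rising, and with treatment as the only term and no filter 212. Settings that reached the paper's count or more were no filter on low counts (586), the threshold of 0.5 (563), no fold threshold (2205), the fits without female rapamycin 4 (571), male rapamycin 1 (531) or male rapamycin 3 (535), and, chosen after seeing the values, DESeq2 at the threshold of 0.5 with batch among the terms (654 to 706).

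The paper labels H2-Q2 as changed in Fig. 5A, and here its adjusted p was 0.0644; it was called without the filter on low counts (3.17e-04), with the replicate block (0.0421), by DESeq2 with treatment alone (0.0179), and without female vehicle 1 (0.0405), male vehicle 3 (0.0447) or male rapamycin 2 (0.0362). The paper lists Pla2g3, H2-Q7, Tlr2 and Fcgr2b among the changed genes of Fig. 5C. Here their adjusted p values were 0.0562, 0.0669, 0.0651 and 0.0982. Pla2g3 and Fcgr2b, with log2 fold changes of 0.57 and -0.55, also fell short of the fold change threshold. Pla2g3 was called by DESeq2 with the same terms (0.0328), with no filter on low counts (0.0421), with at least 10 counts in every library (0.0492), in batch 1 alone (0.0345), and without female vehicle 4 (0.0243), female rapamycin 5 (0.0485) or the library labelled male rapamycin 4 (0.0429), with a range of 0.0328 to 0.922 over the alternatives. H2-Q7 was called by DESeq2 (0.0381), with no filter (0.0471) and without female vehicle 3 (0.0410), with a range of 0.0381 to 0.739. Tlr2 was called by DESeq2 (0.0231), with no filter (0.0127), in batch 1 alone (0.0451), by DESeq2 with treatment alone (0.0377), and without male vehicle 4 (0.0485) or the library labelled male rapamycin 4 (0.0318), with a range of 0.0127 to 0.971. Fcgr2b was called with no filter (0.0154), in batch 1 alone (0.0435) and without the library labelled male rapamycin 4 (0.0241), with a range of 0.0154 to 0.988. In its closing sentence on these profiles the paper speaks of inhibited phospholipases, while Pla2g3 and Pla1a had log2 fold changes of 0.57 and 0.74 here, the direction of the paper's sentence on the heatmap.

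The paper finds phagosome and lipid pathways enriched in the modules of its DEGs with KEGG sets. Here 0 of the 21 Reactome sets on phagocytosis and lipids passed (0 at an unadjusted p under 0.05), under any alternative run. None of these tested single modules, so the paper's enrichment by module was not tested. The paper states that clustering separated the samples by treatment and sex, and the adjusted Rand index of 4 clusters against the 4 groups was 0.239, and from 0.329 to 0.412 under the alternatives, with 0.412 when batch means were removed; that of 2 clusters was 0.354 against treatment and 0.0884 against sex, and with average or Ward linkage 1 against treatment and -0.0714 against sex. The paper finds changes of larger magnitude in females. On log2 CPM means without a batch term the median difference in size here was 0.114 (exact permutation p = 0.809), with 235 of 374 DEGs changing more in females. No setting of this permutation brought the p under 0.05. In the fit of the 4 groups with batch, 277 of 374 changed more in females, and that difference was not permuted. The library labelled male rapamycin 4 counts as a male in both. The paper finds no change in the genes of Aβ metabolism, and App was called by DESeq2 with the same terms and Bace1 under 6 alternatives, among them DESeq2 (0.0211) and RLE normalization (0.0444).

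Fig. S5B and S5C show App and Ide at log2(CPM + 1) of about 20, read by eye, where the values over the whole library were 10.9 and 6.23; with CPM over the genes of each panel alone they were 19.79 and 19.83.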

Other observations

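The tests on exon length and library quality, ribosomal protein genes, Ide and its neighbours (but not that of Ide against the slope), batch 1 alone, the circadian clock list and the share of microglia were chosen only after the result was seen. For the mitochondrial and microglia lists, how the test with trends removed is read was settled after its result was seen.

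Other splits of the libraries into groups of the same sizes were tested with the same fits. For both sexes, 2 of 100 splits drawn from 6435 gave at least 374 DEGs, the real split and 1 other, which exchanges female rapamycin 4 and male vehicle 3 and gave 492. In females 1 of 35 splits gave as many DEGs as the real split, which was the real split, and in males all 35 of 35 did, which a count of 0 fixes in advance. By genes with an unadjusted p under 0.05, which are not adjusted for the number of genes, the real split had the most of 35 splits in females (3818, the next 3745) and in males (1990, the next 1869), against medians of 627 and 590. For the interaction, 100 of 100 exchanges gave as many as the 0 observed, again fixed in advance, and 90 of 100 gave as many as the 360 genes at an unadjusted p under 0.05. At least 4 DEGs among the 8 heatmap genes were found in 1 of 100 splits, and at least 2 Reactome sets in 2 of 100. At least 5 marker lists were called by camera in 74 of 100 splits (median 6, highest 13), so the number of lists called by camera is no larger than other splits give.

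The DEGs of both sexes do not follow from batch or from unequal depth alone: in batch 1 alone 425 DEGs were called, 245 of them among the 374, and after thinning to the smallest total 363 were called, 343 of them shared. Their change follows exon length, with a Spearman rho of -0.434 between log2 fold change and exon length across genes (-0.423 in females, -0.346 in males, -0.397 in batch 1 and -0.371 in batch 2) and of 0.147 with GC content. The median exon length was 1577 bases for DEGs that rose, 5001 for DEGs that fell and 3762 for the other genes. The exon length slope of the libraries was lower with rapamycin, with an exact permutation p of 8.66e-04, which argues against an uneven grouping by chance. When the trends with exon length and GC were removed within each library, 109 DEGs were called, 100 of which were among the 374, so these 100 are not explained by such trends alone. The other 274 were no longer called. Simulated slopes with no gene changed gave 0 calls, yet a bias of the libraries and an effect of rapamycin on long and short transcripts cannot be told apart for these 274 genes, because treatment and slope go together. Library quality that varies along the same axis within groups is a candidate explanation for part of the profile: the change per slope among male libraries of the same group had a Spearman rho of -0.532 across genes with the change in females (p = 0.02 in a permutation test with 100 shuffles), and that among females a rho of -0.418 with the change in males (permutation p = 0.06). With the slope as a covariate 0 DEGs were called (965 at an unadjusted p under 0.05), where the test on simulated counts recovered 160 of 200 changed genes. These had a log2 fold change of 1 up or down, while the median size among the 374 DEGs was 0.788. How many changes of that smaller size would be recovered was not tested. Whether RNA integrity differed between the groups is not recorded in the sample labels.

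Of 81 genes of cytosolic ribosomal proteins, a group chosen after their values were seen, 80 rose with rapamycin, 56 with an adjusted p under 0.05 and 0 as DEGs, with a median log2 fold change of 0.371 (0.350 in females, 0.379 in males, 0.378 in batch 1 and 0.408 in batch 2). The median lay between 0.310 and 0.424 with each library left out in turn, and 469 genes matched in exon length and expression level had a median of 0.180. After the trends were removed the median was 0.238 and that of the matched genes 0.0802, and the difference of 0.154 had an exact permutation p of 0.0277, which argues against exon length or GC trends as the whole cause. With the slope of each library as a covariate the median was 0.0138, so library quality that follows exon length and an effect of rapamycin, an inhibitor of mTOR, cannot be told apart here.

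Among the marker lists, the glucocorticoid response list rose by a mean log2 fold change of 0.60 (camera adjusted p = 1.27e-04, and 0.0046 by fry), and its genes Mt1, Plin4, Mt2 (0.93), Sult1a1 (0.99) and Tsc22d3 (0.70) were DEGs, while Sgk1, Fkbp5 and Zbtb16 of the same list were not (the last 6 were chosen to be named after their values were seen). The mean of the list per library had an exact permutation p of 0.00909 after adjustment over the 21 lists, and camera with trends removed an adjusted p of 9.43e-05, which argue against an uneven grouping by chance and against exon length or GC bias. The difference was 0.766 in batch 1 and 0.227 in batch 2. The circadian clock list, as a sign of the time of dissection, had a mean of 0.060 (camera adjusted p = 0.856), which does not decide because its genes go both ways. The glucocorticoid response list was highest in female rapamycin 2 (mean deviation in log2 CPM 0.815), male rapamycin 3 (0.619), male rapamycin 2 (0.586) and female rapamycin 1 (0.473). It lay between -0.0881 and -0.0163 in the other rapamycin libraries. All of the former but male rapamycin 3 have low exon length slopes, and with the slope as a covariate 0 genes were DEGs. Time of day, stress before death, library quality and rapamycin itself thus stay open.

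The mitochondrially encoded protein list rose by a mean of 0.61 (camera adjusted p = 1.72e-05; fry 0.0644), with an exact permutation p of 0.216 after adjustment and a camera adjusted p of 1.66e-04 with trends removed. The astrocyte list rose by 0.18 (camera adjusted p = 0.0248), with an adjusted exact permutation p of 0.352. Its camera call was lost without female rapamycin 4 (0.120), male vehicle 4 (0.146) or male rapamycin 1 (0.107), and in batch 1 alone (0.0973). The choroid plexus list had a mean of -1.04 (camera adjusted p = 0.00368, 0.190 without male vehicle 4 and 0.00662 in batch 1 alone) and an adjusted exact permutation p of 0.451. For the homeostatic microglia list the adjusted exact permutation p was also 0.451, and camera with trends removed gave 0.00223, with a mean of -0.295 against -0.253 before and 0 of 10 genes rising, which argues against exon length or GC trends as its cause. Its difference per library was -0.392 in batch 1 and 0.0445 in batch 2. For these 4 lists an uneven grouping by chance stays open, and for the mitochondrial list, whose mean went to 0.384 with trends removed, so do exon length or GC trends. The median log2 fold change of the homeostatic microglia list was -0.248 and that of the phagosome genes of the heatmap -0.716, and a lower share of microglia and a fall within microglia cannot be told apart in bulk tissue.

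Of the other lists, the mean log2 fold change and camera adjusted p were 0.77 and 0.254 for blood, 0.21 and 0.223 for oligodendrocytes (0.0454 without male rapamycin 1), 0.22 and 0.425 for immediate early genes, -0.17 and 0.521 for leptomeningeal cells, 0.11 and 0.522 for endothelium, -0.20 and 0.522 for hippocampus, -0.046 and 0.679 for glutamatergic neurons, -0.059 and 0.771 for thalamus, 0.017 and 0.771 for ATF4 targets, -0.0090 and 0.771 for striatum, 0.060 and 0.858 for GABAergic neurons, and 0.0038 and 0.863 for lysosome and autophagy. None of these passed at 0.05 with all libraries.

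Ide varied between libraries of the same group by more than its level would give, with an SD of 0.502 of the deviations in log2 CPM, 3.31 times that of genes of like level. Among the 16 neighbours within 1 Mb, Btaf1 and Fgfbp3, chosen after their values were seen, followed Ide over the deviations of the 16 libraries with Pearson's r of 0.868 and 0.866, ranks 1 and 2 among all genes. A scan of the DEGs and the named genes for such neighbours was run after Ide had been noticed. Genes that lie between them, chosen in the same way, did not follow (March5 r = -0.0425, Cpeb3 r = -0.161), which argues against a copy number change of the whole segment, and the exon length slope did not either (r = -0.23, permutation p = 0.388). A candidate explanation is a variant near Ide carried by some of the mice, whose hybrid background segregates for C57BL/6 and SJL; no genotype was read, and the ranks of 1 and 2 are on the data in which the pattern was noticed.

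Genes of proteins that the paper measured by other assays had these log2 fold changes: Mtor -0.38 (edgeR adjusted p = 0.0208), Rps6 0.32 (0.0328), Cd68 -0.27 (0.455), Aif1 -0.11 (0.711), Lamp1 0.13 (0.220), Gfap -0.42 (0.206), Spi1 0.039 (0.911), Sqstm1 0.16 (0.192) and Map1lc3b 0.16 (0.181). None was a DEG with all libraries. Without the library labelled male rapamycin 4, Gfap was a DEG (log2 fold change -0.60, adjusted p = 0.0381). The highest adjusted p in the 16 fits that each left out 1 library was 0.0555 for Mtor, without female rapamycin 1, and 0.0811 for Rps6, without male vehicle 4. Mtor also lost its call without female rapamycin 2 (0.0514), and Rps6 lost it in 10 of these fits.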
